# Dietary protein defends lean mass and maintains the metabolic benefits of glucagon receptor agonism in mice

**DOI:** 10.1016/j.molmet.2024.102024

**Published:** 2024-09-03

**Authors:** Tatiana Lopes, David CD. Hope, Jose M. Ramos-Pittol, Anna Curtis, Jed V. Shrewsbury, Iona Davies, Zijing Zhou, Alessandro Sardini, James S. Minnion, Dirk Dormann, Gavin A. Bewick, Kevin G. Murphy, David Carling, Stephen R. Bloom, Tricia MM. Tan, Bryn M. Owen

**Keywords:** Glucagon, Obesity, MAFLD, Drug, Side-effect, Lean mass, Muscle mass

## Abstract

**Objective:**

Glucagon has long been proposed as a component of multi-agonist obesity therapeutics due to its ability to induce energy expenditure and cause weight loss. However, chronic glucagon-receptor agonism has been associated with a reduction in circulating amino acids and loss of lean mass. Importantly, it is currently not known whether the metabolic benefits of glucagon can be maintained under contexts that allow the defence of lean mass.

**Methods:**

We investigate the metabolic effects of the long-acting glucagon receptor agonist, G108, when administered to obese mice at low-doses, and with dietary protein supplementation.

**Results:**

Dietary protein supplementation can only fully defend lean mass at a low dose of G108 that is sub-anorectic and does not reduce fat mass. However, in this context, G108 is still highly effective at improving glucose tolerance and reducing liver fat in obese mice. Mechanistically, liver RNA-Seq analysis reveals that dietary protein supplementation defends anabolic processes in low-dose G108-treated mice, and its effects on treatment-relevant glucose and lipid pathways are preserved.

**Conclusion:**

Glucagon-mediated energy expenditure and weight loss may be mechanistically coupled to hypoaminocidemia and lean mass loss. However, our data suggest that glucagon can treat MAFLD at doses which allow full defence of lean mass given sufficient dietary protein intake. Therefore, proportionate glucagon therapy may be safe and effective in targeting hepatocytes and improving in glycaemia and liver fat.

## Highlights

• Glucagon analogue, G108, improves metabolic parameters independent of weight loss.
• Dietary protein supplementation fully defends lean mass at low doses of G108.
• The metabolic benefits of G108 are not affected by dietary protein supplementation.
• Liver RNA-seq analysis provides mechanistic insight in to G108-action.

## 1 Introduction

Glucagon is a 29 amino acid peptide-hormone that is secreted from pancreatic alpha-cells and stimulates hepatic glucose production [1]. It also stimulates the catabolism of lipids and amino acids in liver [2]. In this way, glucagon physiologically contributes to the maintenance of blood glucose during fasting [1]. It is also part of the physiological liver-pancreatic alpha cell axis in which amino acids and glucagon are involved in a reciprocal feedback loop, with amino acids from food stimulating glucagon secretion and hence amino acid catabolism [3].

In pharmacological settings, glucagon can reduce body weight by suppressing appetite and stimulating energy expenditure [2,[4], [5], [6], [7]]. Direct glucagon signalling in the liver also promotes lipid catabolism, thus improving symptoms of MAFLD [7,8]. Somewhat counterintuitively, chronic glucagon receptor agonism also improves glycemia [[6], [7], [8], [9]]. Together, these functions have resulted in the investigation of glucagon analogues as metabolic-disease treatments, often in combination with other hormone analogues such as GLP-1 analogues [2,10]. Examples include the GLP-1/GIP/glucagon triple-agonist Retatrutide and the GLP-1/glucagon co-agonist Survodutide [11,12]. However, glucagon receptor agonism upregulates pathways of hepatic amino acid catabolism and reduces plasma amino acids [8,[13], [14], [15]]. This has been associated with a loss of muscle mass in mice [7]. Although effects of glucagon-targeted multi-agonists on lean mass in humans is unclear, there are concerns about lean mass loss as a potential unwanted side effect. It is therefore important to determine treatment regimens that prevent lean mass loss in the context of glucagon receptor agonism.

We have previously shown that daily treatment with G108, a long-acting glucagon analogue, at a dose of 7.5 nmol/kg, causes weight loss in obese mice without affecting food intake [7]. This effect was attributed to a systemic induction of energy expenditure in response to hypoaminoacidemia, and was associated with a reduction in lean mass [7]. Indeed, dietary protein supplementation partially protected muscle mass in G108-treated mice, and completely prevented fat mass loss [7]. Despite this, metabolic parameters including glucose tolerance and hepatic fat content were still improved by G108 with protein supplementation [7]. We therefore concluded that glucagon receptor agonism remains a promising candidate for metabolic disease treatment. However, our protein supplementation strategy only partially defended lean mass [7]. It therefore remained to be seen whether some degree of lean mass loss is a pre-requisite for the full metabolic benefits of G108 in obese mice.

Here, we investigate low doses of G108 in combination with protein supplementation. We find that dietary protein supplementation can only fully defend lean mass at a dose of G108 that is sub-anorectic and does not reduce fat mass. However, in this context, G108 still profoundly improves liver fat and glycemia in obese mice. RNA-seq analysis of liver samples reveal that protein supplementation defends anabolic processes but does not interfere with clinically-beneficial G108-effects. These findings may therefore have translational implications for the use of GCGR-targeted multi-agonists for the treatment of obesity and metabolic disease.

## 2 Materials and methods

### 2.1 Animal studies

All procedures were conducted on male mice under authority of the U.K Animals (Scientific Procedures) Act, 1986, and approved by the Animal Welfare Ethical Review Body of Imperial College London. A preliminary study had established no sexual dimorphism in response to G108. Animals were housed under standard conditions in individually ventilated cages with free access to food and water, environmental enrichment, and wood-chip bedding. Lights-on 07:00 h, lights off 19:00 h. Mice were C57BL6/J strain and obtained from Charles River UK. G108 [7] is a custom peptide obtained from WuXi AppTec, China. It was diluted in HPLC grade water prior to subcutaneous administration. Diets were from Research Diets inc. Lean 6-week-old C57BL/6 mice were provided ad libitum a 60 kcal% high fat diet (diet D12492) for 6 weeks. They were then transferred to SP or HO diets for two weeks prior to the start of the G108 treatments. The cohort of mice were individually housed and randomly divided into treatment groups; the high fat, standard protein diet (SP diet) (D08091803) and high fat, high protein diet (HP diet) (D08091801). All mice had ad libitum access to water and their allocated diets. Mice were subcutaneously administered with their respective treatments at 9 am each day for 22 days. Food intake and body weight were measured using the same weighing scale each morning prior to vehicle or G108 administration. EchoMRI (EchoMRI −100H, Houston, Tx.) was carried out at baseline, day 13 and day 21. A glucose tolerance test was carried out on day 15 of the study following a 5 h fast. Forelimb grip strength testing was performed at baseline and day 21 of the study. Following a 4 h fast on day 22 all mice were culled, with tissues snap frozen in liquid nitrogen prior to storage at −80 °C. Terminal blood was also collected and transferred on ice immediately for centrifugation and storage at −80 °C.

### 2.2 Grip strength

A grip strength meter (Bioseb, France) was used to measure grip strength. Mice were individually lowered on to a grip strength bar prior to gentle retraction of the tail until grip release. The maximum force, measured in g was recorded. Four consecutive measurements were made with a 1 min rest interval. An average of measurements was taken for each timepoint prior to subsequent analysis.

### 2.3 Glucose tolerance tests

For glucose tolerance tests, following a 5 h fast and administration of peptide or vehicle treatment, mice were administered with glucose by intraperitoneal injection at a dose of 2 g/kg body weight. Tail vein blood samples were taken at baseline, 20, 40, 60 and 90 min and glucose measured (mmol/L) using a handheld GlucoRx monitor (GlucoRx, UK).

### 2.4 Liver histology

Frozen liver samples were sectioned and at 8–10 mm and fixed in formalin. Sections were stained with Oil Red O according to standard protocols, prior to imaging. Representative samples are shown. Quantification of oil red staining was performed using the QuPath image analysis software (version 0.4.3). Large tissue regions (annotations) were manually created to avoid damaged or folded parts of the tissue sections. All annotations were then further processed automatically to exclude blood vessels or other cavities inside the tissue. Oil red O staining in the tissue was detected with a pixel classifier that had been trained on representative images [16].

### 2.5 RNA-sequencing and analysis

RNA was extracted from liver using 1 mL TRIzol added to samples prior to homogenisation within a mechanical homogeniser for 2–3 min 200ul chloroform was added to each individual sample prior to gentle shaking and centrifugation at 16000×*g* for 15 min at 4 °C. The supernatant was decanted into separate Eppendorf tubes and a 1:1 mixture of supernatant to 70% iso-propanol was made prior to further centrifugation at 16000×*g* for 15 min. The RNA pellet was washed three times with 70% ethanol and resuspended in sterile RNase-free water. RNA was quantified using a NanoDrop spectrophotometer. RNA sequencing procedures were performed by NovoGene UK. Sequencing libraries were prepared using the NGS RNA Library Prep Set (PT042, Novogene). RNAseq was performed on the Novaseq 6000 platform (Illumina). Quality control on the sequence reads from the raw FASTQ files was done with FastQC (v0.11.8). Reads were aligned to the reference genome GRCm38_snp_tran using HISAT2 (v2.0.5) [17]. Readcounts were generated using the Rsubread FeatureCounts module (v2.0.0) with the *Mus musculus* GRCm38.102 gtf file as annotation [18]. Transcripts per million (TPM) were calculated based on the number of reads count mapped to each gene over the exon length of the respective gene x 1 million, divided by the total number of mapped reads. Differential expressed (DE) genes were determined with DESeq2 (v 1.36.0) [19]. Shrinkage of effect size was performed on Deseq2 results using the apeglm method through the function lfcShrink [20]. Principal component analysis was performed on TPM values using the R function prcomp with the option “scale. = TRUE”, and plotted on ggplot2 [21]. Rsubread, Deseq2 and lfcShrink are Bioconductor packages (Release 3.19) and were executed in RStudio 2024.04.0 Build 735 under R 4.4.0. Raw reads and TPM values from RNA sequencing experiments performed during this study can be found on the Gene Expression Omnibus [22] under accession number GSE273658.

### 2.6 Statistical analysis

All statistical analysis were conducted in GraphPad Prism 9.0.0 (GraphPad Software). Statistical significance levels and n numbers are reported in figure legends in addition to dispersion represented as mean and SEM. Significance is defined as p values below 0.05. Assumptions for parametric tests included normal distribution of datasets.

## 3 Results

### 3.1 Establishing a metabolically-active low dose of G108

We have previously developed a long-acting glucagon analogue, G108. It has over a 120-fold selectivity factor for the GCGR over the GLP-1R, which is similar to native glucagon. In a chronic setting, we have previously shown that G108 causes weight loss and improves metabolic parameters at a dose of 7.5 nmol/kg. However, it also causes muscle wasting at this dose, and protein supplementation mitigates, but does not prevent this [7]. We therefore asked here whether protein supplementation would be fully effective at defending lean mass at lower, but still therapeutically-effective, doses of G108. To answer this question, diet-induced obese mice were randomized to receive vehicle, G108 at 5 nmol/kg, or G108 at 2.5 nmol/kg plus or minus dietary protein supplementation, for 22-days.

As expected, protein supplementation itself slightly reduced food intake (Figure 1A). However, G108 did not affect food intake at 2.5 nmol/kg or 5 nmol/kg (Figure 1B). As we have seen previously with a dose of 7.5 nmol/kg [7], G108 at 5 nmol/kg caused sustained weight loss in obese mice without protein supplementation (Figure 1B). Also consistent with our previous observations [7], G108-mediated weight loss was almost completely abolished by dietary protein supplementation (Figure 1B). At the even lower dose of G108 (2.5 nmol/kg), we did not observe statistically significant weight-loss on either diet (Figure 1B). Together, these data confirm that protein supplementation prevents G108-mediated weight loss in the sub-anorectic range, and establish a threshold-dose for weight-loss on a standard diet.

**Figure 1:**
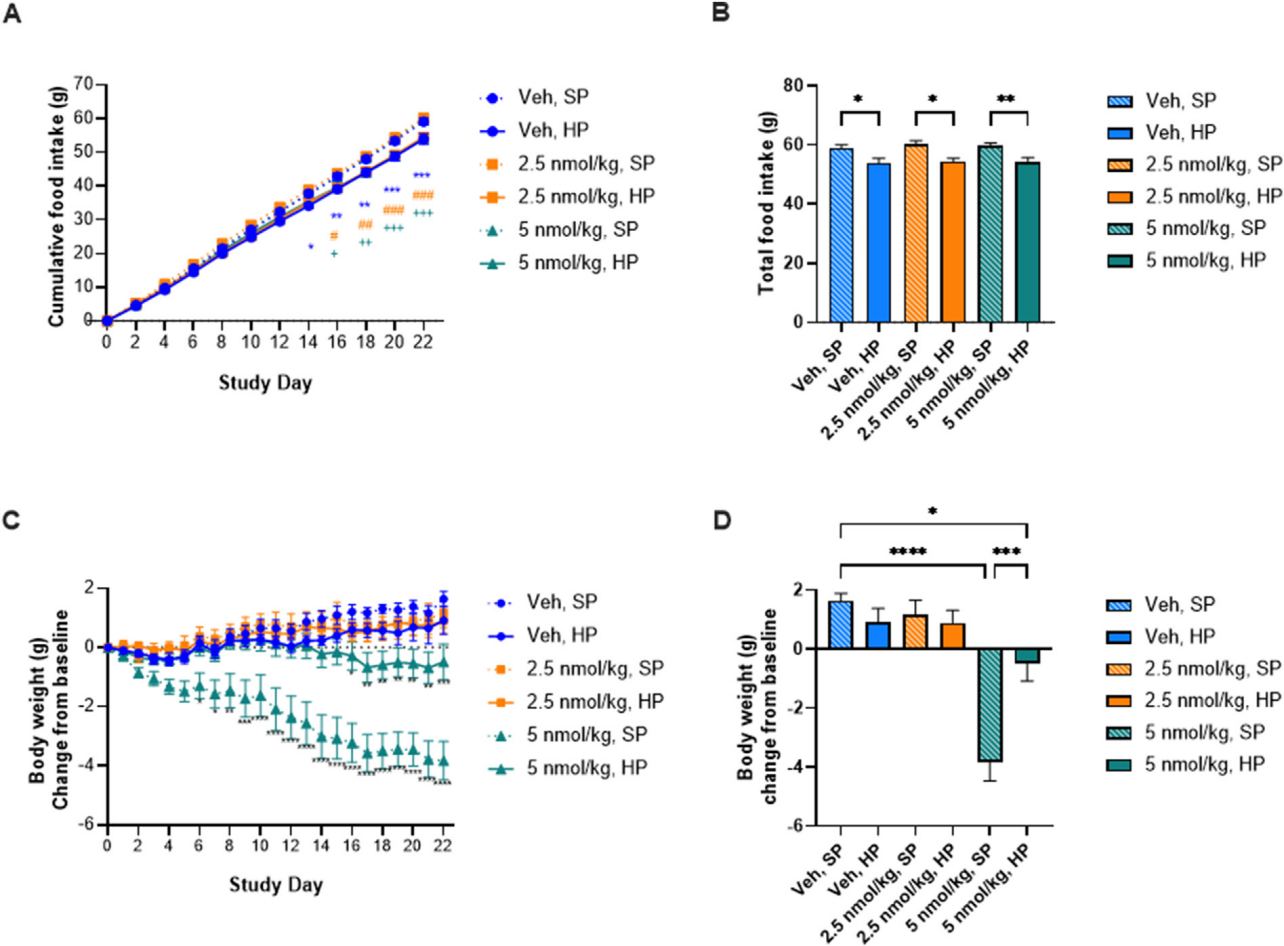
*Establishing a low dose of G108*. (A and B) Food intake. (C and D) Body weight.

### 3.2 Dietary protein supplementation fully preserves lean mass in low-dose G108 treated mice

We next assessed fat and lean mass using EcoMRI in DIO mice treated with low doses of G108 with and without dietary protein supplementation. As we have seen previously with a dose of 7.5 nmol/kg [7], G108 at 5 nmol/kg caused a significant reduction in fat mass in obese mice without protein supplementation (Figure 2A). Also consistent with our previous observations [7], the G108-mediated reduction in fat mass was almost completely abolished by dietary protein supplementation (Figure 2A). At 2.5 nmol/kg, G108 had no effect on fat mass either on standard diet or with protein supplementation (Figure 2A).

**Figure 2:**
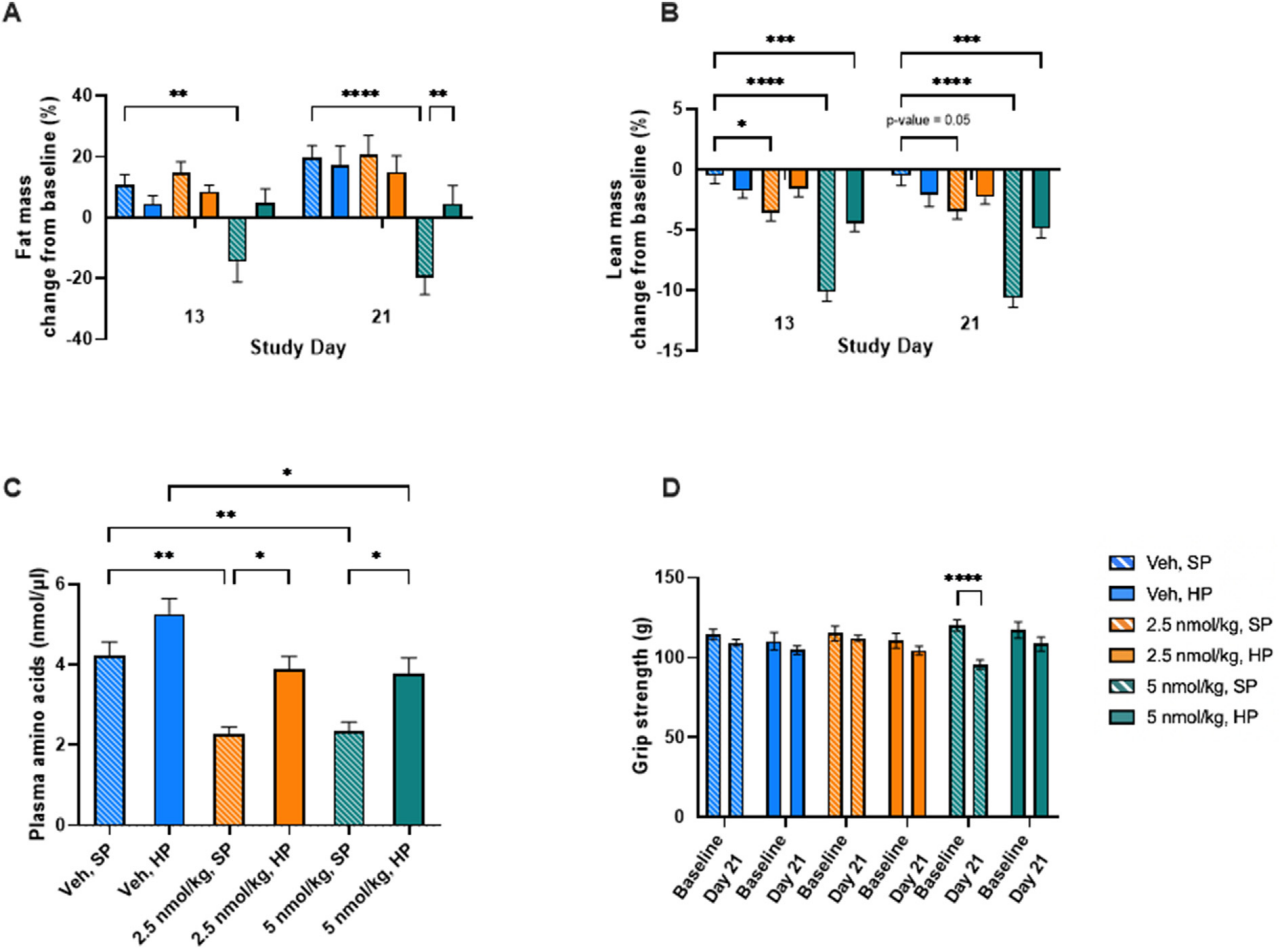
*Dietary protein supplementation fully preserves lean mass in low-dose G108 treated mice.* (A) Fat mass. (B) Lean mass. (C) Plasma total amino acids. (D) Grip strength.

There was a highly significant reduction in lean mass in mice treated with 5 nmol/kg G108 without protein supplementation (Figure 2B). As we saw previously with 7.5 nmol/kg G108 [7], this effect was blunted, but not eliminated, by protein supplementation (Figure 2B). At 2.5 nmol/kg, and without protein supplementation, G108 caused a small but statistically significant reduction in lean mass (Figure 2B). However, protein supplementation at this dose (2.5 nmol/kg) of G108 was fully effective at protecting lean mass (Figure 2B). Terminal plasma amino acid analysis following a 4 h fast demonstrated that our dietary protein intervention was largely effective at rescuing G108 mediated hypoaminoacidemia (Figure 2C) Functional grip strength reduced over the course of the study only in mice receiving 5 nmol/kg G108 without protein supplementation (Figure 2D). Together, these data show that lean mass and functional muscle mass can be fully defended by protein supplementation in mice receiving low dose G108.

### 3.3 Low-dose G108 improves glycemia and liver steatosis in the presence of protein supplementation

We next assessed the clinically important question of how G108 affects metabolic parameters at low doses with and without protein supplementation. G108-treated mice had a marked improvement in glucose tolerance at both doses, and both with and without protein supplementation (Figure 3A,B). Indeed, while there were some treatment-specific differences in statistical significance at individual time-points (Figure 3A), the 2.5 nmol/kg and 5 nmol/kg dose of G108 were broadly equally effective in reducing glucose area under the curve (Figure 3B). The addition of dietary protein had either no effect on G108-mediated improvement in glucose tolerance, or even marginally enhanced it (Figure 3A,B). G108 was still highly effective at reducing hepatic fat content at both doses (Figure 3C,D). Similar to the glucose tolerance test, there was no indication that dietary protein supplementation hindered the ability of G108 to clear liver fat (Figure 3C,D). These data demonstrate that the metabolic benefits of G108 can be uncoupled from a reduction in lean mass by the use of a low dose and dietary protein supplementation.

**Figure 3:**
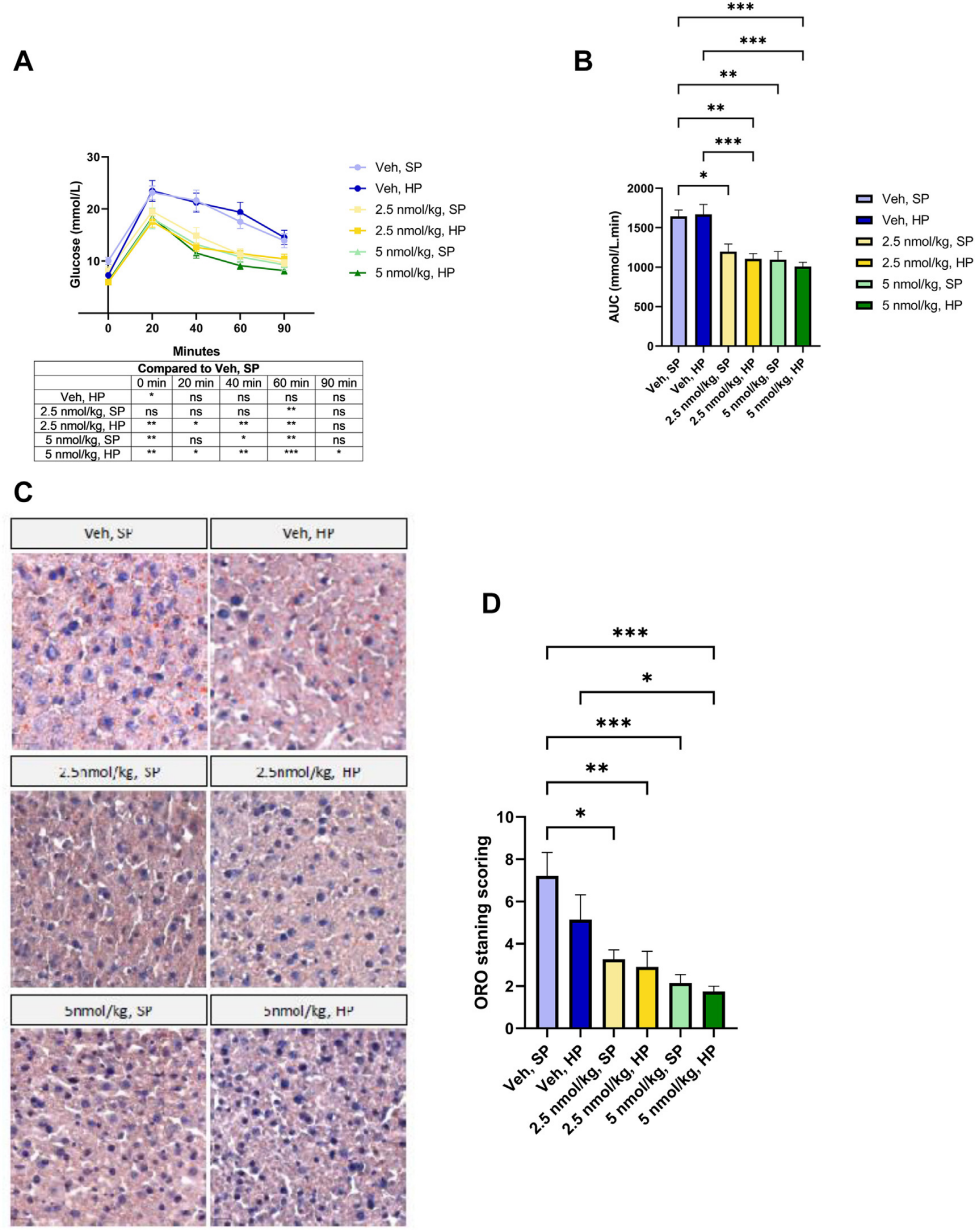
*Low-dose G108 improves glycemia and liver steatosis in the presence of protein supplementation.* (A) Glucose tolerance test and (B) area under the curve analysis. (C) Representative images and (D) quantification of Oil Red O staining of liver sections. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article).

### 3.4 Anabolic processes, and therapeutically relevant G108-stimulated pathways are preserved under protein supplementation

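Liver RNA was sequenced from 16 obese male mice, 4 in each of 4 groups, with 1 library per mouse. Mice received vehicle or G108 at 2.5 nmol/kg for 22 days, on a high-fat diet with standard protein (SP) or high protein (HP). The paper places the end of the study on day 22, and the sample records place it on day 25. For age at the start the paper gives 6 weeks and the sample records 10 weeks. Before the test diets the paper gives 6 weeks of high-fat diet, where the sample records give 8 weeks. The authors aligned the reads to GRCm38 with HISAT2, counted them per gene with featureCounts and deposited a transcript abundance in TPM for each Ensembl gene. TPM divide each gene's reads by its exon length and scale every library to the same total, with no further scaling between libraries. Low TPM values of a library lie on steps of 1 read, so the number of assigned reads could be recovered. It ranged from 33.4 to 45.03 M reads with vehicle on SP (median 40.4), 34.5 to 44.1 M with vehicle on HP (median 37.2), 27.8 to 35.9 M with G108 on SP (median 29.7) and 30.5 to 36.5 M with G108 on HP (median 31.2). Genes were compared on log2(TPM + 1) with limma's moderated test and Benjamini-Hochberg adjustment. The test covered the 11839 genes with a mean TPM of at least 1, in 1 model of all 16 libraries. Measures with 1 value per mouse were compared by two-sided exact permutation tests, where 4 mice against 4 cannot give a p below 0.0286. Because TPM are shares of a library, a fall in abundant transcripts raises the TPM of all others. The median log2 fold change of all genes tested was 0.60 for G108 against vehicle on SP, 0.09 for the same comparison on HP and -0.35 for HP against SP with G108. After median-of-ratios scaling, which sets the typical gene of each library to the same level, these medians lay between -0.01 and 0.00. Values with this scaling are given beside those from TPM as deposited for the counts and genes where it changes the direction or a call.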

In order to gain mechanistic insight into the effects of dietary protein supplementation during low-dose G108 treatment, we conducted RNA-sequencing of liver tissue. Initial analysis demonstrated that G108 at a dose of 2.5 nmol/kg on standard chow or high protein diet showed clear separation compared to vehicle on principal component analysis (Figure 4A). Indeed, across the entire experiment, approximately 70% of the variance in gene expression can be captured on the first dimension of PCA where G108 treatment is the defining factor (Figure 4A). By contrast, protein supplementation made only a minor contribution (Figure 4A). 

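Principal components were computed from the TPM of all genes with a value in any library, each gene scaled to unit variance as the paper's methods state. Scores are given in units of their SD over the 16 libraries. On the first component, the mean score was 1.30 SD higher in the 8 G108-treated mice than in the 8 vehicle-treated mice (two-sided exact permutation test, p = 0.00451). The 4 G108-treated mice on SP all scored above the highest vehicle-treated mouse, but not all 4 on HP did. With each library left out in turn, the difference stayed between 1.23 and 1.46 SD. It changed most when the genes were treated as observations, to 0.53 SD (two-sided exact permutation p = 0.327), where the second component separated all 8 G108-treated mice from all 8 vehicle-treated mice instead (1.78 SD, p = 1.55e-04). With genes centred but not scaled, the difference was 1.79 SD and all 8 G108-treated mice scored above all 8 vehicle-treated mice. On the second component the same difference was 0.91 SD (two-sided exact permutation test, p = 0.0678).

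**Figure D1:**
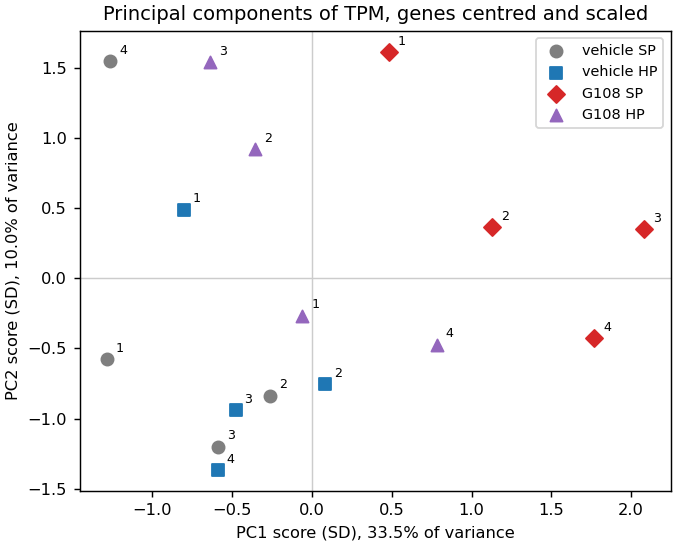
Scores of the 16 liver libraries on the first (x axis) and second (y axis) principal components of TPM, in units of SD, each point 1 mouse. Points for G108 on SP lie to the right of all vehicle points, and those for G108 on HP overlap with them.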

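With each gene scaled to unit variance, the first component held 33.5% of the variance and the second 9.98%. The share of the first component lay between 31.3% and 34.9% with each library left out in turn. Without scaling, the shares were 69.6% and 21.5%. Those components weigh genes by their abundance: the 22 Major Urinary Protein (Mup) genes held 85.1% of the squared loadings of the first component, and 44 mitochondrial genes and their nuclear copies held 9.36%. Without these genes and the Mup copies the unscaled first component still held 62.4%, an alternative added after the data were seen. On log2(TPM + 1), centred and not scaled, the first component held 50.4%, and 61.3% when only genes with a mean TPM of at least 1 were scaled and used. The largest value, 91.9%, came from treating genes as observations.

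**Figure D2:**
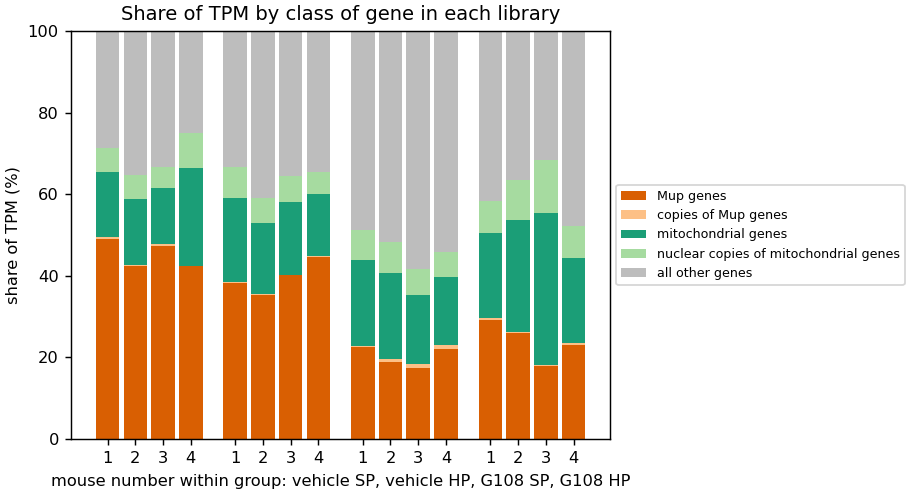
Share of TPM (y axis, percent) held by Mup genes, genes of the mitochondrial genome, the copies of both and all other genes, each bar 1 of 16 libraries by group and mouse (x axis). The Mup share is lower in every G108-treated mouse than in every vehicle-treated mouse.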

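On the same scaled components, mean scores on HP and SP differed by -0.52 SD on the first component (8 mice against 8, two-sided exact permutation test, p = 0.317) and by -0.21 SD on the second (p = 0.683). The difference on the first component was 0.12 SD, in the other direction, with genes centred and not scaled. Added after the data were seen, a comparison within each treatment gave a difference between HP and SP on the first component of -1.43 SD with G108 (4 mice against 4, two-sided exact permutation test, p = 0.0571) and 0.40 SD with vehicle (p = 0.257). These differences had opposite directions, and the interaction was -1.84 SD (exact permutation of diet within treatments, p = 0.0118), from -2.09 to -1.60 SD with each library left out in turn. Over 7 other ways of computing the components the interaction ranged from -2.44 SD to 0.58 SD, with exact permutation p from 0.00122 to 0.604, and the highest came with the genes as observations. Across log2(TPM + 1) of the 11839 genes, G108 explained 28.6% of the variance between libraries and diet 4.16%. The share for G108 exceeded that of relabelled mice (exact permutation within diets, p = 0.00612), and the share for diet did not (exact permutation within treatments, p = 0.451). The interaction of G108 and diet held 14.8%. With median-of-ratios scaling these shares were 17.3%, 4.55% and 8.71%. Between HP and SP in vehicle-treated mice, 0 genes had a limma adjusted p under 0.05, and 374 had an unadjusted p under 0.05.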

Importantly, effects of G108 on therapeutically relevant pathways associated with known glucagon action were broadly maintained under dietary protein supplementation (Figure 4B,C). Specifically, IPA analysis demonstrated that ‘glucagon’ was the most prominent upstream regulator in G108 treated mice, despite the very low dose used here, and regardless of dietary protein content (Figure 4B). Furthermore, G108 at a dose of 2.5 nmol/kg on both standard chow and high protein diet increased the expression of transcripts associated with amino acid transport, carbohydrate uptake, and glucose tolerance (Figure 4B). Conversely, genes associated with dysglycemia, hepatic steatosis, fatty acid metabolism, and secretion of lipids were decreased by G108 treatment at 2.5 nmol/kg on both standard chow and high-protein diet (Figure 4B). 

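G108 changed 9185 genes on SP at a limma adjusted p under 0.05, 9113 of them higher and 72 lower than with vehicle. On HP it changed 132 genes, 97 higher and 35 lower. These counts depend on the shift of all genes: with median-of-ratios scaling they were 322 (158 higher, 164 lower) on SP and 145 (76 higher, 69 lower) on HP. Among genes called on either diet, 121 were called on both, all with the same direction, and with median-of-ratios scaling 86 were, again all with the same direction. Without the fourth vehicle-treated HP mouse 0 genes passed on HP, with 834 at an unadjusted p under 0.05, and without the third 7 passed. On HP, 1051 genes had groups that did not overlap, against a chance share of 2.86% of the genes tested, and on SP 6676 did. Overlap was counted on TPM as deposited alone, so it includes the shift of all genes. Across genes, which are not independent replicates, the log2 fold changes on the 2 diets had r = 0.344 and rho = 0.112, and 71.6% had the same sign. Under median-of-ratios scaling r was 0.340 and 50.1% had the same sign, and 96.3% of genes called on SP had the same sign on HP. For the interaction of G108 and diet 0 genes passed, with 5685 at an unadjusted p under 0.05, or 854 with median-of-ratios scaling. Among genes whose groups did not overlap, the largest rises on SP were those of Got1, Tat and Cyp17a1 (log2 fold change 2.50, SE 0.46, limma adjusted p = 9.24e-04). On HP they were those of Cabyr (2.23, SE 0.31, limma adjusted p = 0.0102), Gm43314 (1.78, SE 0.33, adjusted p = 0.0190) and Kiss1 (1.76, SE 0.24, adjusted p = 0.0102). Serpina4-ps1, a pseudogene on chromosome 12 from 104080649 to 104086724 of GRCm38, fell by 3.47 on SP (SE 0.55, limma adjusted p = 4.65e-04) and fell by 3.63 on HP (adjusted p = 0.0132). Rgs16 fell by 3.09 on SP (SE 0.49, limma adjusted p = 4.62e-04) and fell by 3.01 on HP (adjusted p = 0.0132). The antisense gene Gm28513, which overlaps Rgs16 so that their reads could be counted for either, fell by 3.07 on HP (limma adjusted p = 0.0132). The pseudogene Mup-ps2 fell by 3.78 on SP (limma adjusted p = 0.00249).

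**Figure D3:**
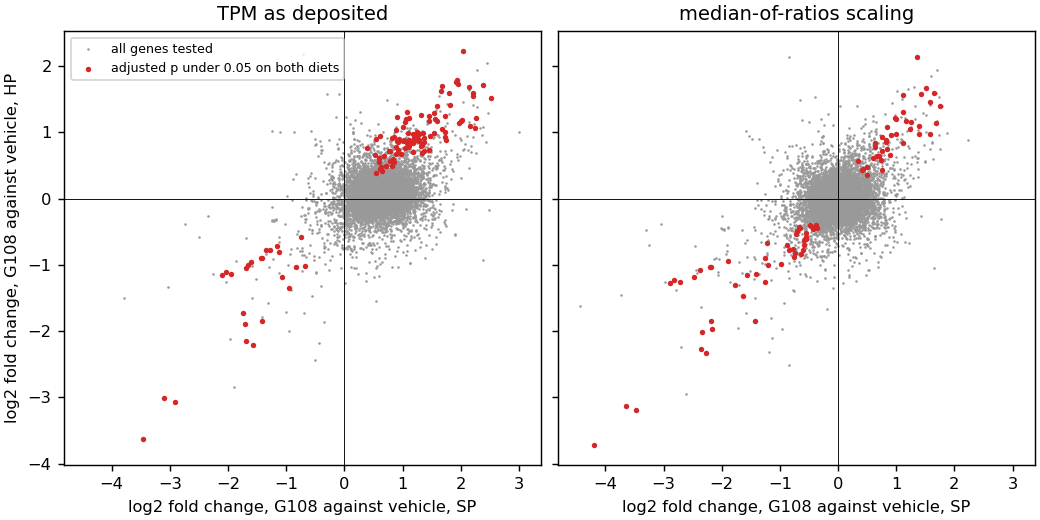
Log2 fold change of each gene with G108 against vehicle on SP (x axis) and on HP (y axis) from TPM as deposited (left) and with median-of-ratios scaling (right), each point 1 of 11839 genes. The points in red are the 121 (left) and 86 (right) genes called on both diets, and most points lie to the right of 0 on the left panel only.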

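Ingenuity Pathway Analysis was not repeated here. Of the 11 upstream regulators shown in Fig. 4B, 7 had a mean TPM of at least 1, and all 7 were called higher with G108 on SP while 0 were called on HP, where 1 had an unadjusted p under 0.05. With median-of-ratios scaling 0 of the 7 were called on SP, where 2 had an unadjusted p under 0.05 and 3 had a log2 fold change above 0. These counts are of the regulators' own transcripts in liver. The figure names regulators upstream of the genes affected by G108, which such counts cannot test. A list of 11 tested genes of the response to glucagon and cAMP was written before the values were seen. All 11 were called higher on SP and 4 on HP, and adjusted over the list alone 11 and 9. With median-of-ratios scaling 7 and 3 were called. As a set, tested against all other genes by limma's camera with a preset correlation of 0.01 between genes, the list was higher on SP (adjusted p = 6.32e-05) and on HP (adjusted p = 6.44e-09). Across the 21 lists tested, 13 calls on SP and 12 on HP by limma's camera compare with 1 on each diet when the correlation was estimated from the data. With the estimated correlation the glucagon list did not pass (adjusted p = 0.332 on SP and 0.118 on HP). By limma's fry it was past 0.05 on both diets (adjusted p = 4.82e-05 on SP and 0.00418 on HP). Sik1 rose from 1.75 ± 0.548 to 12.2 ± 4.60 TPM on SP (SD, n = 4, limma log2 fold change 2.21, adjusted p = 2.55e-04) and by 1.56 on HP (SE 0.31, adjusted p = 0.0219). Tat, on chromosome 8 from 109990437 to 109999803, rose by 2.53 on SP (SE 0.33, limma adjusted p = 1.79e-04) and by 1.52 on HP (adjusted p = 0.0357). Ppargc1a rose by 1.38 on SP and by 0.73 on HP (limma adjusted p = 8.10e-05 and 0.0338). Per1 rose by 1.11 on SP (limma adjusted p = 4.00e-04) but not with median-of-ratios scaling (log2 fold change 0.40, adjusted p = 0.324, with alternatives from 5.02e-06 to 0.379). On HP Per1 rose by 0.89 (limma adjusted p = 0.020), or by 0.78 with median-of-ratios scaling (adjusted p = 0.0941, with alternatives from 4.40e-04 to 0.115). The glucagon receptor gene Gcgr was 168 ± 74.8 TPM with vehicle and 182 ± 31.4 with G108 on SP (SD, n = 4, limma adjusted p = 0.446), and its direction turned with median-of-ratios scaling (log2 fold change -0.58). Alternatives passed 0.05 in both directions, higher with 1 library left out (limma adjusted p = 0.0221) and lower with the GC slope of each library as a covariate (0.0498).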

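Of 10 amino acid transporters tested, 9 were higher with G108 on SP at a limma adjusted p under 0.05 and 1 on HP, and 9 and 3 adjusted over the list alone. With median-of-ratios scaling 6 were called on SP and 0 on HP, where 4 had an unadjusted p under 0.05. The set was higher by limma's camera on both diets (adjusted p = 6.49e-04 and 0.00831), and by fry on SP (adjusted p = 4.82e-05) but not on HP (adjusted p = 0.0575). Slc7a2 rose from 29.4 ± 15.3 to 147 ± 36.2 TPM on SP (SD, n = 4, limma log2 fold change 2.37, adjusted p = 1.55e-04). On HP it rose from 47.0 ± 8.40 to 95.2 ± 31.4 TPM (limma log2 fold change 0.97, adjusted p = 0.166). Slc38a2 rose by 1.45 on SP (limma adjusted p = 9.95e-05) and by 0.74 on HP, where the adjusted p was 0.0487 and 0.0971 with median-of-ratios scaling (with alternatives from 6.47e-04 to 0.175). Among 18 genes of amino acid catabolism, 17 were called higher on SP and 2 on HP (17 and 9 adjusted over the list alone, limma's camera adjusted p = 2.89e-05 and 1.81e-06), or 7 and 1 with median-of-ratios scaling. Of 9 genes of carbohydrate uptake, 7 were called higher and 1 lower on SP (8 adjusted over the list alone), and 1 was called on HP (3 adjusted over the list alone). With median-of-ratios scaling 1 was called higher and 1 lower on SP, and 1 was called on HP. As a set these did not differ from other genes by limma's camera (adjusted p = 0.802 on SP and 0.883 on HP). By limma's fry, which tests against no change and so includes the shift of all genes, they were higher on SP (adjusted p = 0.00211) and not on HP (adjusted p = 0.437). Irs1 rose from 1.45 ± 0.455 to 5.02 ± 0.560 TPM on SP (SD, n = 4, limma log2 fold change 1.31, adjusted p = 9.25e-05) and by 0.80 on HP (adjusted p = 0.020). No list for glucose tolerance was tested.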

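The disease processes of Fig. 4B were not repeated here, and gene lists written before the values were seen were used instead. Of 19 genes of lipid synthesis and storage, 7 were called higher with G108 on SP and 0 lower (6 called adjusted over the list alone), while the median of all genes also rose. Relative to other genes the set was lower on SP (limma's camera, adjusted p = 2.15e-04), and not past 0.05 on HP (0.0623). With median-of-ratios scaling 0 were called higher and 1 lower on SP, and the set was not past 0.05 (limma's camera, adjusted p = 0.105, with alternatives from 3.53e-05 to 0.598). On HP 0 of the 19 were called, with 2 at an unadjusted p under 0.05, or 5 with median-of-ratios scaling. Acly was 21.7 ± 11.2 TPM with vehicle and 54.6 ± 24.3 with G108 on SP (SD, n = 4, limma log2 fold change 1.28, adjusted p = 0.0163). With median-of-ratios scaling its log2 fold change was 0.52 (limma adjusted p = 0.475, with alternatives from 1.23e-04 to 0.533). Of 7 genes of lipid secretion, 5 were called higher on SP (5 adjusted over the list alone) and 0 on HP, where 1 had an unadjusted p under 0.05. With median-of-ratios scaling 0 were called on either diet, with 2 on SP and 1 on HP at an unadjusted p under 0.05. The adjusted p of this set by limma's camera was 0.516 on SP and 0.466 on HP. By limma's fry, which includes the shift of all genes, it was higher on SP (adjusted p = 0.0252) and not on HP (adjusted p = 0.944). Of 13 genes of fatty acid oxidation, 10 were called higher on SP (11 adjusted over the list alone) and 0 on HP, where 0 had an unadjusted p under 0.05. Under median-of-ratios scaling 0 of the 13 were called on either diet, with 8 on SP and 2 on HP at an unadjusted p under 0.05. Their median log2 fold change was 1.07 on SP and -0.10 on HP, or 0.30 and -0.22 with median-of-ratios scaling. The set was lower than other genes on HP by limma's camera (adjusted p = 0.0262), but not by fry (adjusted p = 0.914). On SP it was not past 0.05 by limma's camera (adjusted p = 0.516). By fry, which includes the shift of all genes, it was higher on SP (adjusted p = 0.0238). With median-of-ratios scaling it was higher on SP by limma's camera (adjusted p = 0.00346, with alternatives from 6.18e-04 to 0.939). On the interaction of G108 and diet 0 of the 13 were called, with 12 at an unadjusted p under 0.05 (3 with median-of-ratios scaling) and 12 called adjusted over the list alone (0 with median-of-ratios scaling). The interaction of the set was lower than that of other genes by limma's camera (adjusted p = 0.0203, and 9.98e-06 with median-of-ratios scaling), but not with an estimated correlation (0.811) or by fry (0.0592). Between HP and SP with G108 the set had an adjusted p of 0.206 by limma's camera, 2.22e-04 with median-of-ratios scaling, 0.901 with an estimated correlation and 0.0948 by fry, lower on HP in each.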

Finally, genes in the urea cycle pathway, which have been previously shown to be induced by glucagon in the liver [7,23], were induced by G108 treatment at 2.5 nmol/kg both on standard chow or high protein diet, albeit to a lesser extent in the latter (Figure 4C). Together, these results confirm that G108 affects liver gene expression pathways similarly to other glucagon analogues, despite being used here at a sub-anorectic dose that does not affect fat mass. 

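Of the 11 genes in Fig. 4C, 10 had a mean TPM of at least 1. On SP all 10 were higher with G108 at a limma adjusted p under 0.05, and on HP 0 were, with 4 at an unadjusted p under 0.05. Adjusted over the list alone 10 and 4 passed, which is no independent evidence where the study chose the genes on these libraries. With median-of-ratios scaling 2 were called on SP and 8 of the 10 had a log2 fold change above 0. A urea cycle score was the mean over all 11 genes, including the one below a mean TPM of 1, of log2(TPM + 1) scaled to unit variance. The score was -0.99 ± 0.58 with vehicle and 1.02 ± 0.47 with G108 on SP (SD, n = 4). On HP it was -0.31 ± 0.40 with vehicle and 0.29 ± 0.67 with G108. The rise with G108 was 2.01 on SP (two-sided exact permutation test, p = 0.0286) and 0.60 on HP (p = 0.171). With each library left out in turn the rise on HP lay between 0.303 (without the fourth G108-treated mouse) and 0.820 (without the third). The effects on the 2 diets differed by -1.42 (exact permutation of diet within treatments, p = 0.0176). With median-of-ratios scaling the rise was 0.90 on SP and 0.57 on HP (two-sided exact permutation p = 0.0571 for both), and the effects differed by -0.32 (p = 0.479). By limma's camera the set was higher on SP (adjusted p = 0.0262) and on HP (0.0295), and by fry on SP (0.00121) but not on HP (0.169). Ass1, ENSMUSG00000076441 on chromosome 2 from 31470207 to 31520672, was 633 ± 256 TPM with vehicle and 2416 ± 622 with G108 on SP (SD, n = 4, limma log2 fold change 1.98, adjusted p = 4.61e-04). On HP it was 1034 ± 140 and 2046 ± 783 TPM (limma log2 fold change 0.92, adjusted p = 0.219). Cps1 rose by 2.01 on SP (SE 0.43, limma adjusted p = 0.00178) and by 0.31 on HP (SE 0.43, adjusted p = 0.903), where the change was -0.00222 without the fourth G108-treated mouse. On SP the change of Cps1 was 1.23 with median-of-ratios scaling (limma adjusted p = 0.0765, with alternatives from 4.84e-05 to 0.0864). Slc25a15 rose by 1.95 on SP and 0.58 on HP (limma adjusted p = 2.98e-04 and 0.430), and Arg1 rose by 1.44 and 0.70 (limma adjusted p = 6.80e-04 and 0.233). For Arg1 on SP the change was 0.67 with median-of-ratios scaling (limma adjusted p = 0.0501, with alternatives from 4.51e-06 to 0.0501).

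**Figure D4:**
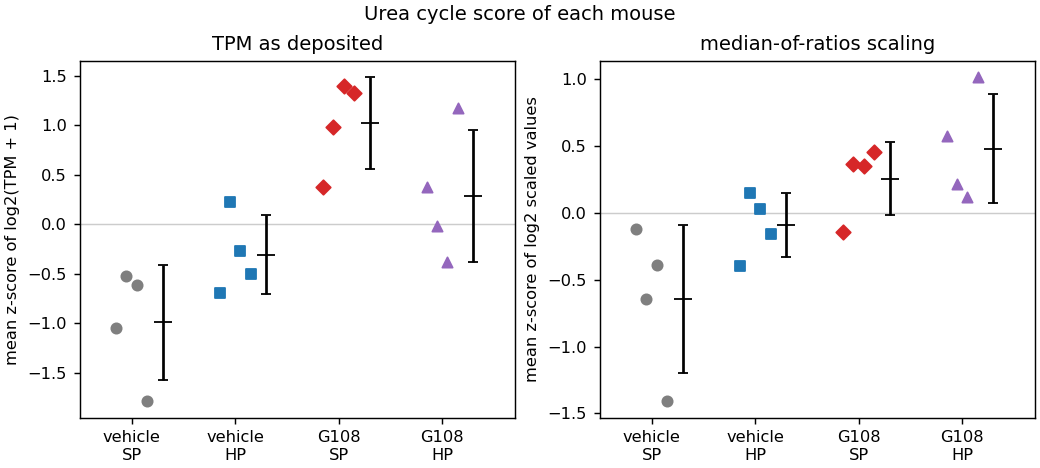
Urea cycle score (y axis, mean of values scaled to unit variance) by group, each point 1 mouse, with the mean and SD of 4 mice, from TPM as deposited (left) and with median-of-ratios scaling (right). On SP the G108-treated mice all lie above the vehicle-treated mice on the left and overlap with them on the right.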

The effect of G108 on these pathways is broadly maintained by dietary protein supplementation.

**Figure 4:**
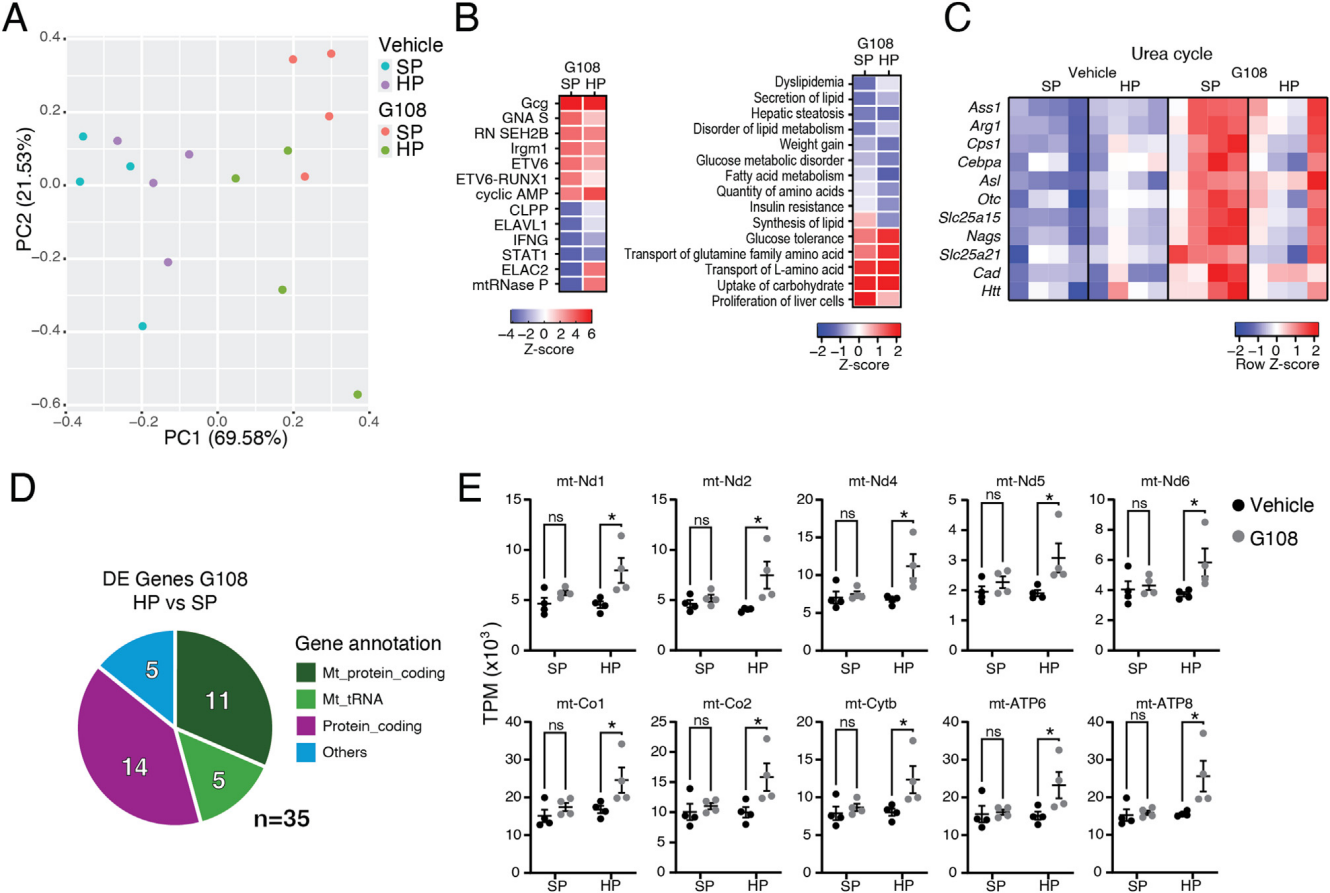
*Therapeutically relevant G108-stimulated metabolic pathways are preserved under protein supplementation but mitochondrial transcripts are cooperatively enhanced.* (A) Principal component analysis using full transcriptomes. (B) Ingenuity Pathway Analysis ‘upstream regulators’ (right) and ‘disease processes’ (Left) in genes affected by G108 treatment. (C) Expression of genes in the Urea Cycle pathway. (D) Annotation of differentially expressed genes in G108 treated mice with vs without protein supplementation. (E) Mitochondrial transcripts that are elevated by protein supplementation in G108 treated mice.

Next, we focused on differentially expressed genes driven by protein supplementation in G108 treated mice. 

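Livers of G108-treated mice on HP and on SP were compared gene by gene. At a limma adjusted p under 0.05, 0 of the 11839 genes differed, with 5325 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0566. With median-of-ratios scaling 0 genes passed and 639 had an unadjusted p under 0.05, with a smallest adjusted p of 0.716. Without the fourth G108-treated HP mouse 5047 genes passed, and without the first G108-treated SP mouse 3012 did. On TPM as deposited, groups did not overlap for 2445 genes, where chance gives 2.86% of the genes tested. This count includes the shift of all genes, and genes that shift together are not separate results. It was not made with median-of-ratios scaling. The 13 protein-coding genes of the mitochondrial genome all had a log2 fold change above 0, from 0.38 to 0.64, and so did all 22 mitochondrial tRNA genes, from 0.15 to 1.69. Adjusted over the list alone, 1 of the 13 and 5 of the 22 passed, and with median-of-ratios scaling 13 and 12. As sets both were higher on HP by limma's camera (adjusted p = 1.45e-44 and 8.26e-57) and with the correlation estimated from the data (0.0167 and 0.0107), but not by fry (0.0805 and 0.0841).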

Of the few differentially expressed genes, almost half were mitochondrial protein-coding and tRNA transcripts (Figure 4D). These genes showed a cooperative induction by G108 and dietary protein supplementation (Figure 4E), and are involved in mitochondrial respiration, suggesting that hepatic mitochondrial biosynthesis can be enhanced in G108-treated mice by simply maintaining sufficient dietary protein consumption. 

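All 37 genes of the mitochondrial genome together held 17.5% ± 4.44 of TPM with vehicle on SP, 17.7% ± 2.29 with vehicle on HP, 18.9% ± 2.39 with G108 on SP and 26.7% ± 7.70 with G108 on HP (SD, n = 4). With G108 the share was 7.78 percentage points higher on HP than on SP (two-sided exact permutation test, p = 0.0857), and for the 13 protein-coding genes 5.11 points higher (p = 0.0286). The third mouse of the G108 HP group had 37.3%, and without it the difference of the whole share was 4.24 points (two-sided exact permutation p = 0.20). On HP the share was 8.94 points higher with G108 than with vehicle (two-sided exact permutation test, p = 0.0286), and on SP 1.39 points higher (p = 0.571). These effects differed by 7.55 points (exact permutation of diet within treatments, p = 0.161), and by 4.01 to 9.45 points with each library left out in turn. The effect of G108 then lay between 0.150 and 3.54 points on SP and between 5.40 and 10.8 points on HP. After median-of-ratios scaling the sum, as percent of the total of a deposited library, rose by 8.26 on HP (two-sided exact permutation p = 0.229) and was -8.64 on SP (p = 0.143), in the other direction. This sum was 13.7 points higher on HP than on SP with G108 (two-sided exact permutation p = 0.0571), and the interaction was 16.9 points (exact permutation p = 0.0543). Of the 10 transcripts in Fig. 4E, 9 were higher with G108 on HP at a two-sided exact permutation p of 0.0286, and 0 were past 0.05 on SP, where the lowest p was 0.171. With median-of-ratios scaling 0 of the 10 passed on HP (lowest two-sided exact permutation p = 0.114), while on SP all 10 were lower with G108 and 1, mt-Atp8, passed (p = 0.0286). Between HP and SP with G108, 4 of the 10 passed, and 6 with median-of-ratios scaling. The paper shows these transcripts as elevated in this comparison of the same libraries. Neither this count nor the interaction is therefore independent evidence. The interaction of G108 and diet passed 0.05 for mt-Nd2 and mt-Nd4, or for 9 of the 10 with median-of-ratios scaling. The transcript mt-Atp8, on the mitochondrial genome from 7766 to 7969, was 15273 ± 3100 TPM with vehicle and 15912 ± 1216 with G108 on SP (SD, n = 4). On HP it was 15599 ± 662 and 25633 ± 8221 TPM (limma adjusted p = 0.0728 between HP and SP with G108). For mt-Nd1 the 4 means, in the same order, were 4653 ± 1164, 5726 ± 471, 4540 ± 677 and 7962 ± 2481 TPM (SD, n = 4). The paper reports these genes as induced by G108 and dietary protein in cooperation and involved in mitochondrial respiration, and proposes from this that hepatic mitochondrial biosynthesis can be enhanced in G108-treated mice by keeping dietary protein sufficient.

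**Figure D5:**
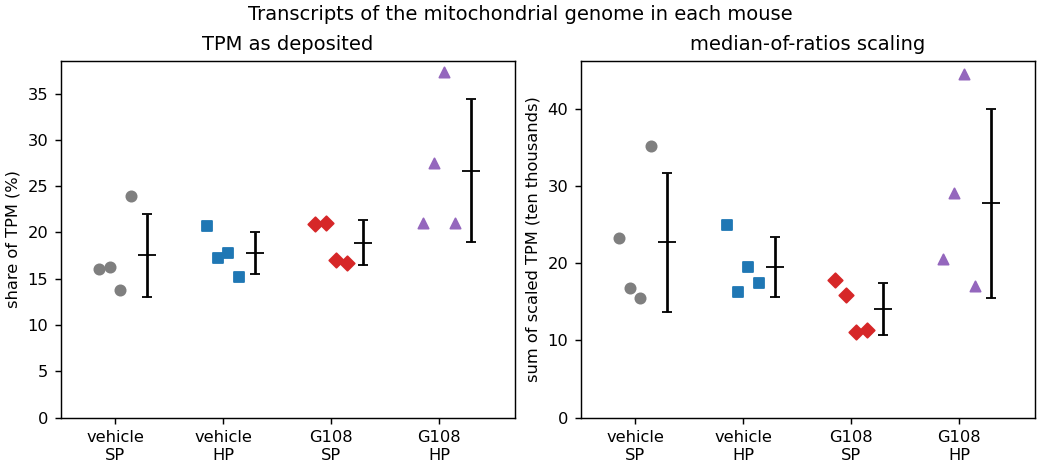
Share of TPM from genes of the mitochondrial genome (y axis, percent, left) and their sum after median-of-ratios scaling (y axis, right) by group, each point 1 mouse, with the mean and SD of 4 mice. The highest point on the left, 37.3%, is the third mouse of the G108 HP group.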

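The Mup family encodes secreted proteins that male mouse liver makes in large amounts, and 22 Mup genes were tested. Together they held 45.3% ± 3.47 of TPM with vehicle on SP, 39.5% ± 3.92 with vehicle on HP, 20.2% ± 2.46 with G108 on SP and 24.1% ± 4.78 with G108 on HP (SD, n = 4). With G108 the share fell by 25.1 percentage points on SP and by 15.5 on HP (two-sided exact permutation test, p = 0.0286 for both). The effects differed by 9.59 points (exact permutation of diet within treatments, p = 0.0233). In G108-treated mice the share was 3.84 points higher on HP than on SP (two-sided exact permutation test, p = 0.20), or 7.71 points as a share of the non-mitochondrial total (p = 0.0286). In vehicle-treated mice it fell by 5.74 points on HP (two-sided exact permutation test, p = 0.114). Of the 22 genes 17 were called lower and 1 higher with G108 on SP, 12 lower on HP (18 and 8 lower and 0 higher with median-of-ratios scaling), and 0 differed between HP and SP with G108, where 8 had an unadjusted p under 0.05. Adjusted over the list alone 18, 17 and 4 passed. Between HP and SP with G108, 18 of the 22 had a log2 fold change above 0, or 21 with median-of-ratios scaling, when 18 passed adjusted over the list alone. The set was higher on HP with G108 by limma's camera (adjusted p = 3.19e-41) and with the correlation estimated from the data (0.0167), but not by fry (0.162). Reads of these similar genes can be assigned to several members, so values of single members are less certain than the sum. Mup7, ENSMUSG00000073842 on chromosome 4 from 60066469 to 60070475, was 8121 ± 1994 TPM with G108 on SP and 14179 ± 3867 on HP (SD, n = 4, limma log2 fold change 0.80, adjusted p = 0.0721). Mup15 and Mup1 were higher on HP by 0.71 and 0.53 (limma adjusted p = 0.0728 and 0.0816), and Mup17 by 0.33 (adjusted p = 0.129). With vehicle on SP, Mup7 was 32995 ± 6451 TPM and Mup1 was 36230 ± 4171 TPM (SD, n = 4).

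**Figure D6:**
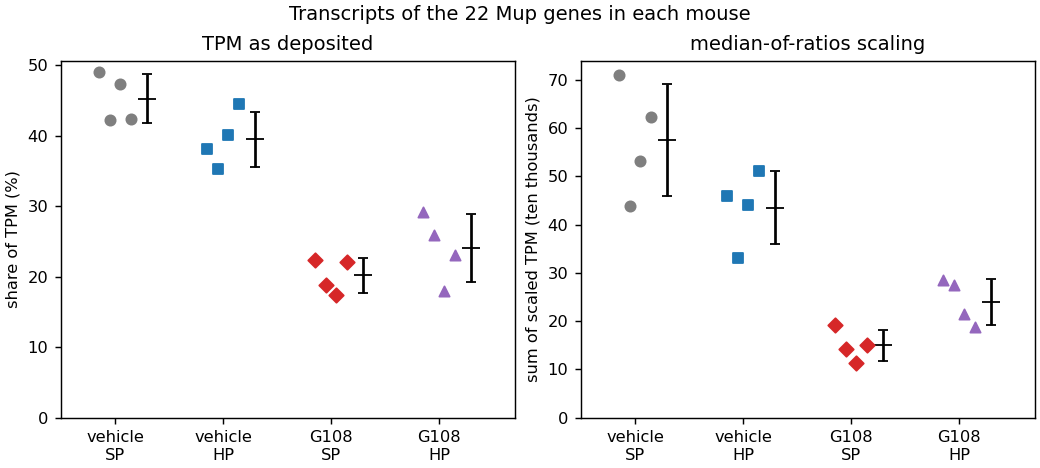
Share of TPM from Mup genes (y axis, percent, left) and their sum after median-of-ratios scaling (y axis, right) by group, each point 1 mouse, with the mean and SD of 4 mice. In both panels the G108-treated mice lie below the vehicle-treated mice on both diets.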

Many of the other induced genes (Figure 4D) were members of the Major Urinary Protein family, abundantly-synthesized secreted proteins in mouse, which were defended by dietary protein supplementation in G108 treated animals. Therefore, these data demonstrate that in G108 treated animals, anabolic processes in liver are protected by protein supplementation.

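As a further measure of secreted products, 10 of the most abundant secreted proteins of hepatocytes other than Mup were listed before the values were seen. Between HP and SP with G108, 0 of the 10 were called by limma, with 4 at an unadjusted p under 0.05 and 4 adjusted over the list alone, and 1 had a log2 fold change above 0. With median-of-ratios scaling 4 of the 10 were above 0 and 0 passed adjusted over the list alone. Their median log2 fold change was -0.56, which lies -0.21 from that of all genes, and -0.11 with median-of-ratios scaling. The adjusted p of the set by limma's camera was 0.883, and by fry the set was lower on HP (adjusted p = 0.0411).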

## 4 Discussion

We have shown that dietary protein supplementation can only fully defend lean mass at a dose of G108 which is both sub-anorectic, and does not reduce fat mass. However, low dose G108 is also still highly effective at improving glycemia and reducing liver fat in obese mice fully protected against lean mass loss by dietary protein. Indeed, our liver RNA-Seq analysis confirm that therapeutically relevant lipid and glucose-regulatory pathways are maintained under protein supplementation in G108 treated mice, and that anabolic pathways are defended.

We observed a striking effect of chronic, low dose, G108 on glucose tolerance in obese mice. This is intriguing, as glucagon action would be predicted to worsen glucose tolerance. Indeed, glucagon antagonists have been proposed as potential anti-hyperglycaemic agents in type 2 diabetes mellitus [24]. The precise mechanisms through which chronic pharmacological glucagon administration may improve glycemia remains unclear. It is possible that the potent beneficial effects of glucagon in MAFLD may be due to improved insulin sensitivity, glucose handling and metabolic flexibility [25]. Interestingly, chronic G108 increased the expression of several gluconeogenic and glycogenolytic genes in the liver, further complicating understanding of the metabolic changes observed. But interpreting changes in gene expression is challenging without concurrent information on substrate availability and metabolite flux. It is also possible that central, or other peripheral effects, of G108 signalling may also contribute to enhanced glucose tolerance. However, the data presented here are consistent with an interpretation that glucagon signalling at the level of hepatocytes may contribute to improving glucose tolerance in the context of obesity and MAFLD.

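Among 13 tested genes of gluconeogenesis and glycogenolysis, 11 were higher with G108 on SP at a limma adjusted p under 0.05 and 2 on HP, and 12 and 5 adjusted over the list alone. With median-of-ratios scaling 5 and 1 were called, and 9 of the 13 had a log2 fold change above 0 on each diet. The set was higher by limma's camera on both diets (adjusted p = 0.0228 and 0.0185), and by fry on SP (adjusted p = 2.62e-04) but not on HP (adjusted p = 0.122). Got1 rose from 33.1 ± 14.9 to 260 ± 69.4 TPM on SP (SD, n = 4, limma log2 fold change 3.01, adjusted p = 7.32e-05). On HP it rose from 82.8 ± 16.2 to 175 ± 74.1 TPM (limma log2 fold change 1.01, adjusted p = 0.192). Pck1 rose by 2.47 on SP (SE 0.40, limma adjusted p = 5.17e-04) and by 1.30 on HP (adjusted p = 0.160). Fbp1 rose by 2.15 on SP (limma adjusted p = 0.00187), where the adjusted p was 0.0707 with median-of-ratios scaling (with alternatives from 7.57e-05 to 0.0754), and by 0.46 on HP (adjusted p = 0.823). Sds rose by 1.97 on SP (limma adjusted p = 1.59e-04) and by 1.14 on HP, with adjusted p = 0.0384, or 0.128 with median-of-ratios scaling (with alternatives from 0.00156 to 0.138).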

Our RNA-Seq analysis provide invaluable insight into the mechanisms of G108 action. Our data confirm glucagon-mediated induction of urea cycle genes, even at a sub-anorectic dose that does not affect fat mass. Our data also indicate two major mechanisms of G108 function on liver. First, direct signalling to lipid and glucose pathways which are largely unaffected by dietary protein supplementation. Second, effects on mitochondrial biosynthesis and anabolic pathways which are enhanced by protein supplementation and are therefore likely an indirect interaction between G108 and dietary protein intake. It is noteworthy that hepatic mitochondria play a pivotal role in fatty acid oxidation, lipogenesis and gluconeogenesis. Indeed, increased mitochondrial metabolism in the liver may enhance lipid clearance and contribute to glucose tolerance in these models [26].

Glucagon has long been proposed as a component of multi-agonist anti-obesity therapeutics due to its ability to induce energy expenditure and cause weight loss [6,27]. However, our recent studies have suggested that hypoaminoacidemia is one potential contributing factor to these effects [7,28]. The data presented here support this conclusion. Indeed, our findings suggest that in the absence of sufficient dietary protein intake, a reduction in lean mass occurs at a low dose of G108 that does not affect food intake or reduce fat mass. However, dietary protein supplementation used here can fully defend lean mass at this dose, and we show that it is still highly effective at improving liver fat and glycemia in obese mice. Our data therefore suggest that very low doses of glucagon may essentially act as hepatocyte-targeting therapeutics to improve glucose tolerance and reduce liver fat without inducing energy expenditure, weight loss, or appetite suppression.

It is crucial to establish how pre-clinical findings on glucagon pharmacotherapy might translate to humans. Our work in mice has demonstrated how different doses of G108 can have very different effects on metabolism. For example, 2.5 nmol/kg G108 is metabolically effective in MAFLD but 5 nmol/kg G108 is required to reduce body fat, and 10 nmol/kg is required to suppress appetite. Our data also show that dietary protein content can dramatically influence some aspects of chronic glucagon biology in mice, and others have shown that hepatic steatosis can influence glucagon sensitivity [14]. Therefore, understanding glucagon action in humans requires careful consideration of dose, glucagon (and insulin) sensitivity, and dietary protein content. Very high doses of glucagon can activate the brown adipose tissue in mice, a mechanism of action that is likely of limited therapeutic potential in humans [27]. However, direct glucagon signalling at the level of the hepatocyte is likely translatable, and evidence is emerging to confirm the beneficial hepatic effects of GCGR-targeted multi-agonists in humans [29]. Finally, it is academically interesting to speculate about the systemic effects of glucagon-induced hypoaminoacidemia. For example, consideration could be given to the effects of this induced hypoaminoacidemia on chronic inflammation, longevity, muscle turnover, tumorigenesis, or pathophysiological CNS protein deposition. These possibilities, of course, require considerable thought before pre-clinical testing. Ultimately, however, our findings will continue to re-frame the proposed used of glucagon in so-called multi-agonist metabolic disease therapeutics. Specifically, we propose targeting low-dose glucagon action to improving MAFLD, rather than inducing weight loss.

## CRediT authorship contribution statement

**Tatiana Lopes:** Writing – review & editing, Methodology, Investigation, Formal analysis. **David CD. Hope:** Writing – review & editing, Writing – original draft, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Jose M. Ramos-Pittol:** Writing – review & editing, Writing – original draft, Methodology, Formal analysis, Data curation. **Anna Curtis:** Investigation. **Jed V. Shrewsbury:** Investigation. **Iona Davies:** Investigation. **Zijing Zhou:** Investigation. **Alessandro Sardini:** Investigation. **James S. Minnion:** Investigation. **Dirk Dormann:** Methodology. **Gavin A. Bewick:** Methodology. **Keving G. Murphy:** Writing – review & editing, Supervision. **David Carling:** Supervision. **Stephen R. Bloom:** Supervision, Conceptualization. **Tricia MM. Tan:** Writing – review & editing, Supervision, Conceptualization. **Bryn M. Owen:** Writing – review & editing, Writing – original draft, Supervision, Project administration, Investigation, Formal analysis, Conceptualization.

## Declaration of competing interest

TMMT is a consultant and shareholder in Zihipp/Metsera. JSM and SRB are employees and shareholders in Zihipp/Metsera, which is developing gut hormone analogues for treatment of metabolic disease.

## Data Availability

Data will be made available on request.

How the deposited data were processed for this re-analysis (not part of the article)

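Liver RNA was sequenced from 16 male obese mice, 4 in each of the groups vehicle SP, vehicle HP, G108 SP and G108 HP, with 1 library per mouse. The authors checked read quality with FastQC, aligned the reads to GRCm38 with HISAT2, counted reads per gene with featureCounts and computed TPM from counts and exon lengths. The values deposited by the authors are these TPM, in 1 table with 16 columns of values, and all 16 were used. The columns were assigned to groups by the sample records, and every library has the same total. The authors ran DESeq2 with apeglm shrinkage on read counts, Ingenuity Pathway Analysis on the genes called and principal component analysis on TPM. Read counts and Ingenuity Pathway Analysis were not used here. Gene symbols, coordinates and exon lengths came from the GENCODE annotation of GRCm38, which gave a symbol to 55141 gene identifiers and an exon length to 55227.

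Depth per library was recovered from the deposited values, because a gene with few reads has a TPM that is a whole multiple of that of 1 read. Of 234450 such low values, 98.6% lay within 0.02 of a whole read. The procedure returned the library totals without error on simulated data. The recovered reads limit precision by counting error, and the spread between 4 mice exceeded that error for at least 36.0% of genes in every pair of libraries of a group. No library was a duplicate of another, since at most 0.262% of values were identical between any pair, and r of log2 values within groups lay between 0.929 and 0.989.

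Genes with a mean TPM of at least 1 (11839 genes) were compared on log2(TPM + 1) in limma 3.58.1 with R 4.3.3, with 1 mean per group and an intensity trend in the moderated variance. The contrasts were G108 against vehicle on SP and on HP, HP against SP with G108 and with vehicle, and the interaction of G108 and diet. Benjamini-Hochberg adjustment ran over the genes tested, with calls at an adjusted p under 0.05. Tested on simulated data with 200 of 11839 genes changed by a log2 of 1 in 1 group, the model called 65.0% of them, 7.80% of its 141 calls were wrong, and it made 0 calls in a contrast without change. The simulated genes varied independently, without a shift of all genes in a library. Genes of the real libraries vary together and shift, so these rates need not hold for them. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with limma's fry, and adjusted over the 105 tests of 21 lists in 5 contrasts. Of 24 lists, 3 had fewer than 2 genes above a mean TPM of 1.

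The lists covered the urea cycle genes of Fig. 4C, the response to glucagon and cAMP, gluconeogenesis and glycogenolysis, amino acid transport, amino acid catabolism, carbohydrate uptake, lipid synthesis and storage, lipid secretion and fatty acid oxidation. They also covered mitochondrial protein-coding, tRNA and rRNA genes, Mup genes, the nuclear-encoded respiratory chain, mitochondrial biogenesis, the interferon response, male-biased and female-biased liver genes, and abundant secreted proteins of hepatocytes. Markers of blood cells, Kupffer cells, adipocytes, skeletal muscle and exocrine pancreas were listed as possible sources of RNA from other cells. Genes named are those the paper names in its text or in Fig. 4, the glucagon receptor gene, up to 3 genes with the largest rise and up to 3 with the largest fall per contrast among genes called whose groups do not overlap, and up to 4 members per list and contrast that were called.

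Measures with 1 value per mouse were the share of TPM from the 37 genes of the mitochondrial genome, the share from 22 Mup genes and a urea cycle score. They were compared by two-sided exact permutation tests, and interactions by all 4900 relabellings of diet within treatments. For the shares of variance, all relabellings were enumerated in place of random draws planned earlier. They were of treatment within diets for G108 and of diet within treatments for diet. Of 20000 null comparisons of 4 simulated values against 4, 3.06% had an exact p under 0.05. Genes that share at least 50% of their sequences of 31 bases with a mitochondrial or Mup gene were treated as copies (7 and 2 genes). Relations between measures used deviations from the group means, with 100000 permutations within groups.

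Before the data were examined, the alternatives were set to be a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-of-ratios scaling, TPM rescaled over non-mitochondrial genes, a fit of only the groups compared, the mouse number as a replicate block, array quality weights, other forms of the principal components, shares and scores, fry and camera with an estimated correlation, and each library left out in turn. The main settings, lists, tests and the rule for named genes were set at the same time. Median-of-ratios factors came from 11591 genes. After the data were examined, voom on the recovered reads, median-of-ratios scaling with the GC slope of each library as a covariate, TPM rescaled without Mup genes, mitochondrial genes and copies, and unscaled components without those genes were added, as were the mitochondrial share with its nuclear copies and with the GC slope as a covariate. Values of the scores and tables were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.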

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

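The tests of single libraries, of the denominator of the shares, of blood, of the urea cycle score, of the Mup share, of the assignment of reads to nuclear copies and of the number of distant values were chosen only after the results were seen.

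At unadjusted p, the effect of G108 on mt-Nd2 and mt-Nd4 differed between the diets. The interaction of G108 and diet was 2897 TPM for mt-Nd2 (exact permutation of diet within treatments, p = 0.0367) and 3993 TPM for mt-Nd4 (p = 0.0461). These p are not adjusted for the 10 transcripts of Fig. 4E, where the interaction was above 0 for all 10 and the largest p was 0.277. The paper shows those transcripts as elevated by dietary protein with G108 in the same libraries, so they are no independent evidence. Without G108-treated HP mouse 3 the interactions were 1680 and 2484 TPM, neither past 0.05. Leaving out 1 library at a time left mt-Nd2 short of 0.05 in 7 of 16 cases and mt-Nd4 in 10 of 16. In G108-treated HP mouse 3, mt-Nd5 was 4527 TPM, far from the other 3 mice of its group (2512 to 2732 TPM).

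For the higher mitochondrial share on HP than on SP with G108, several technical explanations were tested. Deviations of the share from the group means did not follow recovered reads over 16 libraries (r = 0.0338, rho = 0.0765, permutation p = 0.896 and 0.78, adjusted p = 0.974 over 6 relations, r = 0.0977 without the 2 farthest libraries), which argues against depth. With the nuclear copies included the difference was 33.7% of the mean of the 8 libraries, against 34.1% without them, which argues against reads lost to copies. The ratio of mitochondrial to other transcripts, without Mup genes and copies, differed by 66.8% of its mean (two-sided exact permutation test, p = 0.0286), which argues against a lower share of Mup transcripts in the denominator. A lower level of all other transcripts cannot be told apart from a rise of mitochondrial transcripts, because TPM are shares: the share of all other transcripts differed by -13.9 percentage points (two-sided exact permutation test, p = 0.0286). The share of haemoglobin and Alas2 transcripts differed by 0.0280 percentage points (two-sided exact permutation test, p = 0.257), too little for blood to account for the difference. Within groups blood and mitochondrial shares had r = 0.673 and rho = 0.518 (permutation p = 0.0376 and 0.0812, adjusted p = 0.0564 over 6 relations), and r = 0.225 without the 2 farthest libraries.

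Within groups the mitochondrial share followed the GC slope of the libraries (r = 0.866, rho = 0.947, r = 0.913 without the 2 farthest). The permutation p of both was 1e-05, the smallest they can give, and the adjusted p over 6 relations was 3e-05. With the GC slope as a covariate the difference between HP and SP with G108 was 6.94 points (two-sided exact permutation p = 0.0286), which argues against this trend as the whole cause. With the same covariate the interaction of G108 and diet fell from 7.55 to 3.47 points (exact permutation p = 0.161 and 0.385), so a part played by this trend in the interaction stays open. A decisive role of 1 library cannot be told apart from a difference shared by the group, since 4.24 points were left without G108-treated HP mouse 3 (two-sided exact permutation p = 0.20). A coordinated rise of nuclear genes of the respiratory chain cannot be told apart from no rise, since their mean log2 value was 0.189 higher on HP after median-of-ratios scaling (two-sided exact permutation p = 0.114). An effect of dietary protein in G108-treated mice, the comparison of the design, stays among the open explanations.

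Nuclear copies of mitochondrial genes, which the paper does not report on, held 3.21 percentage points more of TPM with G108 than with vehicle on HP (two-sided exact permutation test, p = 0.0286, higher in 4 of 4 mice). Within groups their share followed the mitochondrial share over 16 libraries with r = 0.997 and rho = 0.988 (0.995 without the 2 farthest). The permutation p of r was 1e-05, the smallest they can give, that of rho 3e-05, and the adjusted p over 6 relations 3e-05. This is consistent with reads of mitochondrial transcripts being assigned to the copies. Transcription of the copies themselves was not tested.

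The Mup share fell less with G108 on HP than on SP, by 9.59 percentage points (exact permutation of diet within treatments, p = 0.0233). With each library left out in turn the interaction lay between 7.86 and 11.6 points, with p from 0.00571 to 0.0478. As a share of the non-mitochondrial total it was 14.6 points (exact permutation p = 0.00204), which argues against a rise of mitochondrial transcripts in the denominator. A lower level of all other transcripts on HP was not tested for this interaction. The interaction of the log2 share was 0.435 (exact permutation p = 0.0412), which argues against the lower level with vehicle on HP as the whole cause. Deviations of the Mup share did not follow recovered reads (r = 0.00946, rho = -0.103, permutation p = 0.974 and 0.741, adjusted p = 0.974 over 6 relations, r = 0.0534 without the 2 farthest), which argues against depth. The 2 Mup copies held at most 0.844% of TPM in any library, too little for reads lost to them to account for it. GC content was not tested for this interaction. An effect of dietary protein on Mup transcripts stays open as a hypothesis found and tested on the same 16 libraries.

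The urea cycle score rose less with G108 on HP than on SP, with an interaction of -1.42 (exact permutation of diet within treatments, p = 0.0176) and from -1.71 to -1.15 with each library left out in turn. With median-of-ratios scaling it was -0.325 (exact permutation p = 0.479), which is consistent with a shift of all genes as the Mup share fell. The score with vehicle was 0.682 higher on HP than on SP (two-sided exact permutation test, p = 0.114), and 0.550 with median-of-ratios scaling (p = 0.143). A ceiling from a higher level on HP cannot be told apart from chance at these p values. Both dietary protein and this scaling stay open for the interaction.

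Among 188 groups of 4 mice compared, 11 held a value beyond Dixon's 95% critical value, where chance gives 9.4 (one-sided binomial p = 0.340). They cannot be told apart from chance as a count, and 4 of the 11 belong to G108-treated SP mouse 1. There, Ass1 was 1487 TPM (the other 3 at 2656 to 2786), Arg1 547 TPM (818 to 860), Rgs16 7.00 TPM (0.874 to 1.65) and Mup-ps2 52.9 TPM (1.18 to 9.86). In vehicle-treated SP mouse 4, Per1 was 9.88 TPM (the others 6.01 to 6.08) and Slc25a15 10.9 TPM (20.1 to 21.5). Rgs16 was 31.2 TPM in vehicle-treated HP mouse 4 (6.79 to 10.1). On HP with G108, Acly was 64.7 TPM in mouse 4 (23.4 to 29.2) and Mup-ps2 34.3 TPM in mouse 1 (7.90 to 9.87). Mouse 1 of the G108 HP group also had the most recovered reads of its group, 36.5 M against 30.5 to 31.4 M. No biological explanation was tested for these single mice.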

How the results depend on the processing

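No test in this part was chosen to explain a change, and alternatives added after the data were seen are marked as added. Unless a cause is given, the cause was not tested.

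The rise of the first principal component score with G108 stayed at 1.23 to 1.46 SD with each library left out, and G108 explained 17.3% to 37.2% of variance under every alternative run, each time past 0.05. The share explained by diet did not pass 0.05 under any of them. The fall of the Mup share stayed at -26.0 to -23.8 percentage points on SP and -17.2 to -13.4 on HP with each library left out, at an exact permutation p of 0.0286, and its interaction stayed past 0.05.

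Genes called by limma varied more. Against 9185 on SP, 4479 were called at a mean TPM of at least 5, where fewer genes were tested. Counts were 322 with median-of-ratios scaling and, among added alternatives, 350 with voom on recovered reads, 1203 with median-of-ratios scaling and the GC slope, and 319 with TPM rescaled without Mup, mitochondrial genes and copies. These 4 remove the shift of all genes. Against 132 on HP, counts were 37 without a filter, 84 with only the groups compared, 722 with TPM rescaled over non-mitochondrial genes, 2126 with array quality weights and 250 with median-of-ratios scaling and the GC slope (added). Against 0 for HP and SP with G108 (5325 at an unadjusted p under 0.05), counts were 2 at a mean TPM of at least 5, 2 with median-of-ratios scaling and the GC slope (added) and 8502 with array quality weights. Against 0 for HP and SP with vehicle (374 unadjusted), 1 gene was called without a filter and 79 with array quality weights. Against 0 for the interaction (5685 unadjusted), 1 was called without a filter and 7267 with array quality weights. Those weights ranged from 0.162 for vehicle-treated SP mouse 4 to 10.7 for vehicle-treated HP mouse 3, and among G108-treated mice from 0.349 to 2.31. Why more genes were called with them was not tested.

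When single libraries were left out, counts ranged from 7854 to 9348 on SP. On HP they ranged from 0 (without vehicle-treated mouse 4, 834 at an unadjusted p under 0.05) to 118, with 7 without vehicle-treated mouse 3 and 50, 32 and 29 without G108-treated mice 2, 3 and 4. For HP against SP with G108 they ranged from 0 (2675 to 4418 unadjusted) to 5047 without G108-treated HP mouse 4, with 3012 without G108-treated SP mouse 1. For the interaction they ranged from 0 (3580 to 5961 unadjusted) to 5202, again without G108-treated HP mouse 4, with 3956 without G108-treated SP mouse 1 and 3466 without vehicle-treated SP mouse 2. For HP against SP with vehicle all 8 gave 0 (208 to 1024 unadjusted).

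With the mouse number as a replicate block, 71 genes were called on HP. The mouse numbers do not pair the samples: of 24 pairs with the same number, 9 had an r of deviations over 0.1, with a range from -0.773 to 0.617. Sign changes over 4 pairs cannot give a p below 0.125, so they say nothing about stability.

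The share of variance on the first component was 69.6% with genes centred and not scaled, 50.4% on log2(TPM + 1) centred and not scaled, 91.9% with genes as observations, 61.3% for genes with a mean TPM of at least 1 and 62.4% unscaled without Mup, mitochondrial genes and copies (added). It was 31.3% to 34.9% with each library left out. With genes as observations the score difference for G108 was 0.526 SD on the first component (exact permutation p = 0.327) and 1.78 SD on the second (p = 1.55e-04), and the second component differed between HP and SP by 0.0736 SD (p = 0.884). With genes centred and not scaled the first component differed between HP and SP by 0.124 SD (exact permutation p = 0.806). When single libraries were left out the second component differed between the diets by -0.474 SD (without G108-treated HP mouse 3) to 0.125 SD (without vehicle-treated SP mouse 4). The r of the G108 effects on the 2 diets was 0.613 with median-of-ratios scaling and the GC slope (added), and 0.174 to 0.498 without G108-treated HP mouse 4 and 3.

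After median-of-ratios scaling the mitochondrial sum was -8.64 on SP (exact permutation p = 0.143), 8.26 on HP (p = 0.229) and -3.20 between the diets with vehicle (p = 0.686). For the 13 protein-coding genes alone the last was -0.0309 points. The difference between HP and SP with G108 was 5.11 points for the 13 genes, 10.5 with the nuclear copies (added) and 6.94 with the GC slope (added), each at an exact permutation p of 0.0286. Without single libraries the effect on HP was 5.40 (without G108-treated mouse 3, exact permutation p = 0.0571) to 10.8 points, and the diet difference with vehicle was -1.01 (without vehicle-treated SP mouse 3) to 2.38. On SP with median-of-ratios scaling every Fig. 4E transcript turned: mt-Nd1 -1834, mt-Nd2 -2178, mt-Nd4 -3593, mt-Nd5 -857, mt-Nd6 -2072, mt-Co1 -6609, mt-Co2 -4892, mt-Cytb -3820, mt-Atp6 -8320 and mt-Atp8 -7979 TPM, with p = 0.0286 for mt-Atp8 by exact permutation. Leaving out single libraries, mt-Nd6 ranged from -59.2 to 779, mt-Atp6 from -647 to 2616 and mt-Atp8 from -110 to 2163 TPM. The lowest came without vehicle-treated SP mouse 3 and the highest without mouse 4.

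The Mup share between HP and SP with G108 was 7.71 points of the non-mitochondrial total (exact permutation p = 0.0286), and 2.11 to 5.88 with each library left out (without G108-treated HP mouse 1 and 3, the latter p = 0.0286). With vehicle it was -7.43 (without HP mouse 4, exact permutation p = 0.0286) to -4.31. With median-of-ratios scaling the urea cycle score changed by 0.899 on SP (exact permutation p = 0.0571), by 0.225 between HP and SP with G108 in place of -0.734, and by -0.325 for the interaction (p = 0.479). It rose by 0.905 on HP with TPM rescaled over non-mitochondrial genes, and 8 enzymes and carriers differed by 0.755 between the diets with vehicle (exact permutation p = 0.0286 for both).

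Of 21 lists, limma's camera called 13 on SP, 12 on HP, 7 between HP and SP with G108, 11 with vehicle and 7 for the interaction. With an estimated correlation these were 1, 1, 3, 0 and 3. By limma's fry 4 were called on HP and 1 with vehicle, 7 with vehicle under median-of-ratios scaling and the GC slope (added), and 14 for the interaction without a filter. Leaving out single libraries, the count with vehicle was 7 (without vehicle-treated SP mouse 2, 3 or 4) to 11.

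Median log2 fold changes of lists relative to all genes turned as follows. Carbohydrate uptake on SP was -0.217 at a mean TPM of at least 5 (limma's camera adjusted p = 0.0256, with alternatives from 0.00211 to 0.986). Lipid synthesis was 0.240 on SP without a filter and 0.00218 on HP at a mean TPM of at least 5. Lipid secretion on SP was -0.0671 with a pseudocount of 0.1, -0.0396 at a mean TPM of at least 5, -0.0891 with median-of-ratios scaling, -0.116 with array quality weights and, added, -0.0904 with voom, -0.119 with the GC slope and -0.0928 without Mup, mitochondrial genes and copies. With each library left out it was -0.0718 to 0.210 (without vehicle-treated SP mouse 4 and 3). Fatty acid oxidation on HP was 0.0454 with the GC slope (added) and -0.317 to 0.00281 with each library left out (without G108-treated HP mouse 4 and 3). Without a filter, mitochondrial protein-coding genes on SP were 0.0344 and the nuclear respiratory chain between HP and SP with G108 -0.107. Gcgr on SP was -0.584 with median-of-ratios scaling and, added, -0.578 with voom, -0.450 with the GC slope and -0.620 without Mup, mitochondrial genes and copies. On HP Gcgr was -0.0450, -0.0415, -0.322 and -0.0332 in the same order, and -0.00835 (without vehicle-treated HP mouse 4) to 0.152 with each library left out. On SP Gcgr was 0.0359 to 0.461 with each library left out, past 0.05 in 1 of 8 cases (limma adjusted p = 0.0221). With the GC slope it was past 0.05 on SP in the other direction (limma adjusted p = 0.0498). Cps1 on HP was -0.00222 to 0.526 without G108-treated HP mouse 4 and 3.

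Among single genes, 844 other comparisons with an alternative were unchanged, 51 passed 0.05 only under the alternative and 65 only without it. With libraries left out these were 887, 21 and 143. Among lists they were 273, 13 and 39, and 192, 2 and 12 with libraries left out. Depth of 27.8 to 45.03 M reads per library limits genes with low values, and 11839 of the 32076 genes with a value in any library were tested.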

Differences from the paper's values

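No test in this part was chosen after the results were seen, and alternatives added later are marked.

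For the first principal component of all 16 libraries the paper gives 70% of the variance, and 33.5% was found here with each gene scaled to unit variance, as the paper's methods state. Among alternatives set before the data were examined, the closest was 69.6%, with genes centred and not scaled. Farther from the paper's value were 61.3% for genes with a mean TPM of at least 1 and 50.4% on log2(TPM + 1) centred and not scaled. Genes as observations gave 91.9%, above the paper's value. The lowest values were 32.6% on log2(TPM + 1) scaled, 33.5% without mitochondrial genes, and 31.3% to 34.9% with each library left out. Unscaled components without Mup, mitochondrial genes and copies, chosen after seeing the values, held 62.4%. For the second component the paper shows about 22% (Fig. 4A, read by eye), and 9.98% was found. It was 21.5% with genes centred and not scaled, and 5.59% to 13.2% with the other alternatives set before the data were examined.

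For genes that differ between HP and SP with G108 the paper shows about 35 (Fig. 4D, read by eye): about 11 mitochondrial protein-coding, about 5 mitochondrial tRNA, about 14 protein-coding and about 5 others. Here 0 were called in total and 0 in each of these 4 classes by limma, with 5325 genes at an unadjusted p under 0.05. With array quality weights 8502 were called, with 11 mitochondrial protein-coding genes as in the figure, 14 mitochondrial tRNA genes, 7324 protein-coding genes and 1153 others. Without G108-treated HP mouse 4, 5047 were called, with 8 mitochondrial protein-coding genes, where the figure shows about 11, and 10 tRNA genes. Without G108-treated SP mouse 1, 3012 were called, with 6 mitochondrial tRNA genes, where the figure shows about 5, and 1 mitochondrial protein-coding gene. At a mean TPM of at least 5 there were 2 genes called, both protein-coding, and 1 was called without G108-treated HP mouse 2. Median-of-ratios scaling with the GC slope, chosen after seeing the values, called 2. No alternative set before the data were examined came close to the paper's total of about 35, and the rest called 0 genes.

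The paper describes a clear separation of G108-treated from vehicle-treated mice on both diets. With scaled genes the 4 G108-treated mice on SP scored above all vehicle-treated mice on the first component and those on HP did not all do so. With genes centred and not scaled, all 8 did.

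The paper describes induction of urea cycle genes by G108 on both diets, to a lesser extent on HP. On HP 0 of 10 urea cycle genes were called by limma, with 4 at an unadjusted p under 0.05. Adjusted over the list alone 4 urea cycle genes passed on HP. As a set they were higher on HP than other genes by limma's camera (adjusted p = 0.0295), but not with an estimated correlation (0.761) or by fry (0.169). Of the 4 named in the passages, Ass1 and Arg1 were called on HP with TPM rescaled over non-mitochondrial genes and with array quality weights, and Slc25a15 with those weights. From TPM as deposited the urea cycle score on HP was -0.31 with vehicle and 0.29 with G108, a rise not past 0.05. With median-of-ratios scaling it was -0.09 and 0.48, again not past 0.05. With TPM rescaled over non-mitochondrial genes the urea cycle score on HP rose by 0.905 (two-sided exact permutation p = 0.0286). The difference between the diets in the rise of the score did not pass 0.05 with median-of-ratios scaling (-0.325, exact permutation p = 0.479).

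The paper describes, from Ingenuity Pathway Analysis, higher transcripts of carbohydrate uptake and lower transcripts of fatty acid metabolism and lipid secretion with G108 on both diets. A list of 9 genes of carbohydrate uptake did not differ from other genes by limma's camera (adjusted p = 0.802 on SP and 0.883 on HP). By limma's fry it was higher on SP (adjusted p = 0.00211), as it was by camera on SP without a filter. At a mean TPM of at least 5 it was lower than other genes by limma's camera on both diets, with a median relative to all genes of -0.217 on SP (adjusted p = 0.0256, with alternatives from 0.00211 to 0.986) and -0.387 on HP (adjusted p = 0.0310, with alternatives from 0.0310 to 0.998). Of 19 genes of lipid synthesis and storage, 7 were called higher and 0 lower on SP, of 13 genes of fatty acid oxidation 10 were called higher, and of 7 genes of lipid secretion 5 were called higher. With median-of-ratios scaling these counts on SP were 0 higher and 1 lower of 19, 0 of 13 and 0 of 7, with 4, 8 and 2 at an unadjusted p under 0.05. Relative to other genes the lipid synthesis list was lower on SP by limma's camera (adjusted p = 2.15e-04), and fatty acid oxidation was lower on HP (adjusted p = 0.0262). On HP the lipid synthesis list was lower past 0.05 with TPM rescaled over non-mitochondrial genes, with only the groups compared, with array quality weights, without vehicle-treated HP mouse 4 and without G108-treated HP mouse 2. Lipid secretion was not lower past 0.05 under any alternative run, with a limma's camera adjusted p of 0.516 on SP and 0.466 on HP. By limma's fry, fatty acid oxidation and lipid secretion were higher on SP (adjusted p = 0.0238 and 0.0252), and lipid synthesis did not pass (0.136). On HP none of these lists passed by fry. Fry tests against no change and so includes the shift of all genes.

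The paper describes higher Mup transcripts on HP than on SP with G108. Of 22 Mup genes 0 were called by limma, with 8 at an unadjusted p under 0.05, and 4 passed adjusted over the list alone. Mup7 and Mup15 were called higher with array quality weights, without G108-treated HP mouse 4 and without G108-treated SP mouse 1, and Mup1 and Mup17 with array quality weights. As a set they were higher on HP by limma's camera (adjusted p = 3.19e-41) and with an estimated correlation, but not by fry (adjusted p = 0.162). With G108 their share of TPM as deposited was 20.2% on SP and 24.1% on HP, a difference not past 0.05. With each library left out the difference was 2.11 to 5.88 points (two-sided exact permutation p from 0.0286 to 0.457). It passed 0.05 in 1 of 8 cases, without G108-treated HP mouse 3 (5.88 points). As a share of the non-mitochondrial total the difference was 7.71 points (two-sided exact permutation p = 0.0286).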

Other observations

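The tests of the median of all genes, of the share of the unscaled component and of gene length were chosen only after the results were seen.

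The 8 mice of each comparison of 4 against 4 can be split in 35 ways. For G108 against vehicle on SP, 1 of the 35 splits, the real one, gave as many as 9185 genes by limma, and the next gave 5920. On HP 1 of 35 did, and the next gave 1 gene. For HP against SP with G108, where 0 genes were called with 5325 at an unadjusted p under 0.05, 35 of 35 splits gave as many and the largest gave 5291. With vehicle (0 called, 374 unadjusted) 35 of 35 did, with 1 gene at most. For the interaction (0 called, 5685 unadjusted) 100 of 100 draws gave as many, and the largest gave 5470. Where the real grouping gave 0 genes, every split or draw gives as many by construction, so those counts decide nothing. With median-of-ratios scaling the real splits on SP and HP were again the largest of 35, with 5 and 0 genes in the next.

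The median log2 fold change of all genes with G108 on SP was 0.60. With TPM rescaled without Mup, mitochondrial genes and copies it was -0.0389. The share of all other transcripts, without Mup, mitochondrial genes and copies, followed the median-of-ratios factor within groups over 16 libraries (r = 0.959, rho = 0.971, permutation p = 2e-05 for both, adjusted p = 4e-05 over 6 relations, r = 0.951 without the 2 farthest). Neither value can single out the Mup share as the source of the shift. The rescaling fixes the total of the remaining genes, and their share and the factor both measure the level of typical genes. On SP the Mup share was 45.3% with vehicle and 20.2% with G108, while the mitochondrial share was 17.5% and 18.9% and did not fall. As shares, these values cannot tell a fall of Mup transcripts from a rise of all others. The first component held 69.6% of variance without scaling and 33.5% with each gene scaled. Without Mup, mitochondrial genes and copies it still held 62.4% unscaled, and 59.1% to 70.5% with each library left out in turn. A high unscaled share therefore does not need these genes. They held 94.6% of the squared loadings of the component at 69.6%, and without them the first component is a different component. The 62.4% thus cannot show what made the share of 69.6% high. Other abundant genes were not tested, and no biological explanation was tested.

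An axis shared by the deviations within all 4 groups held 69.3% of their variance over 4331 genes. Across genes, the library at its top had r = 0.280 with GC content and the library at its bottom -0.170, and the axis itself 0.261. With gene length the 2 libraries had r = 0.0934 and 0.0616. These small r argue against GC content or gene length as the whole cause of the axis. Its score and the mitochondrial share deviated together (r = 0.831, rho = 0.762, permutation p = 5.40e-04 and 0.00413, r = 0.741 without the 2 farthest), and no biological explanation was tested.

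Mup genes may fall with G108 as part of a general fall of the male-biased liver program, which could not be decided. Of 8 male-biased genes other than Mup all 8 were tested, and the list was lower by limma's camera on SP (adjusted p = 0.00775) and on HP (2.42e-04). On SP the adjusted p by limma was 0.199 with median-of-ratios scaling, 0.705 with camera at an estimated correlation and 0.218 by fry. The list did not differ between HP and SP with G108 (limma's camera adjusted p = 0.516). Of 9 female-biased genes 2 were tested, with a highest mean of 3.804 TPM, and were lower on SP and HP (limma's camera adjusted p = 0.00758 and 0.0285) and not different between HP and SP with G108 (0.711), and with median-of-ratios scaling they passed 0.05 on neither diet. An effect of G108 on this program stays open.

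Further lists gave these adjusted p by limma's camera for SP, HP, and HP against SP with G108. Directions by camera are relative to all other genes. Mitochondrial protein-coding genes were lower in this sense on SP (5.32e-07), where 12 of 13 had a log2 fold change above 0, and higher on HP (2.11e-10). Mitochondrial tRNA genes were lower on SP (7.60e-20), where 9 of 22 were above 0, and higher on HP (4.25e-05). The 2 mitochondrial rRNA genes had 0.516, 0.632 and, higher, 0.00758. Mup genes were lower on both diets (3.67e-112 and 3.36e-35). The nuclear respiratory chain (83 genes tested) was higher in all 3 (0.0206, 1.63e-09 and 2.48e-04) by limma's camera, but with an estimated correlation the adjusted p were 0.865, 0.626 and 0.811. Mitochondrial biogenesis had 0.130, 0.601 and 0.233, and the interferon response 0.473, 0.0526 and, lower, 0.0262 (limma's camera adjusted p). Abundant secreted proteins had 0.658 and 0.473 on SP and HP. With median-of-ratios scaling the rRNA genes between HP and SP with G108 and the respiratory chain on SP no longer passed 0.05. The interferon list then passed, lower, on SP and HP and not between HP and SP with G108.

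Of 5 blood cell markers the liver libraries hold all 5 above a mean of 1 TPM, at up to 350 TPM. By limma's camera they were lower on SP (adjusted p = 0.0206), not different on HP (0.497) and higher on HP than on SP with G108 (7.13e-05), and none of the 3 passed 0.05 with median-of-ratios scaling. Of 6 Kupffer cell markers 5 were above 1 TPM, at up to 19.1 TPM, with limma's camera adjusted p of 0.0532, 0.0526 and 0.711. Of 5 markers each of adipocytes, skeletal muscle and exocrine pancreas 0 were above 1 TPM, with highest means of 0.238, 0.606 and 0.0130 TPM.

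With the correlation estimated from the data, limma's camera left Mup genes past an adjusted p of 0.05 on SP (8.50e-04), on HP (0.0228), between HP and SP with G108 (0.0167) and for the interaction (0.0167). It also left mitochondrial protein-coding and tRNA genes between HP and SP with G108 (adjusted p = 0.0167 and 0.0107) and for the interaction (0.0365 and 0.0167).

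Between HP and SP in vehicle-treated mice, a comparison at none of the claims on G108, amino acid catabolism was higher on HP by limma's camera (adjusted p = 5.44e-09) and by fry (0.0334), and the mitochondrial protein-coding genes were lower by camera (0.00509). Mup genes were also lower by limma's camera (adjusted p = 1.22e-17, 1 of 22 with a log2 fold change above 0), but not past 0.05 with an estimated correlation (adjusted p = 0.139) or by fry (0.252). With an estimated correlation, 0 of 21 lists passed. On TPM as deposited, groups did not overlap for 174 of 11839 genes, where chance gives 2.86%.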
